# Expression profiles of microRNAs from lactating and non-lactating bovine mammary glands and identification of miRNA related to lactation

**DOI:** 10.1186/1471-2164-13-731

**Published:** 2012-12-27

**Authors:** Zhen Li, Hongyun Liu, Xiaolu Jin, Lijan Lo, Jianxin Liu

## Abstract

**Background:**

MicroRNAs (miRNAs) have been implicated in the regulation of milk protein synthesis and development of the mammary gland (MG). However, the specific functions of miRNAs in these regulations are not clear. Therefore, the elucidation of miRNA expression profiles in the MG is an important step towards understanding the mechanisms of lactogenesis.

**Results:**

Two miRNA libraries were constructed from MG tissues taken from a lactating and a non-lactating Holstein dairy cow, respectively, and the short RNA sequences (18–30 nt) in these libraries were sequenced by Solexa sequencing method. The libraries included 885 pre-miRNAs encoding for 921 miRNAs, of which 884 miRNAs were unique sequences and 544 (61.5%) were expressed in both periods. A custom-designed microarray assay was then performed to compare miRNA expression patterns in the MG of lactating and non-lactating dairy cows. A total of 56 miRNAs in the lactating MG showed significant differences in expression compared to non-lactating MG (*P*<0.05). Integrative miRNA target prediction and network analysis approaches were employed to construct an interaction network of lactation-related miRNAs and their putative targets. Using a cell-based model, six miRNAs (miR-125b, miR-141, miR-181a, miR-199b, miR-484 and miR-500) were studied to reveal their possible biological significance.

**Conclusion:**

Our study provides a broad view of the bovine MG miRNA expression profile characteristics. Eight hundred and eighty-four miRNAs were identified in bovine MG. Differences in types and expression levels of miRNAs were observed between lactating and non-lactating bovine MG. Systematic predictions aided in the identification of lactation-related miRNAs, providing insight into the types of miRNAs and their possible mechanisms in regulating lactation.

## Background

MicroRNAs (miRNAs) are small non-coding RNA molecules that are approximately 22 nucleotides (nt) in length, which negatively regulate specific target genes by mRNA degradation or translational repression. The role of miRNA was first reported in *Caenorhabditis elegans*, where aberrant expression of *lin-4* caused abnormal cell division and proliferation, affecting the timing of cell division and development in larvae [1]. Several developmental and physiological processes including stem cell differentiation, hematopoiesis, cardiac and skeletal muscle development, neurogenesis, insulin secretion, cholesterol metabolism and immune response have been shown to be regulated by miRNAs [2]. The expression of most miRNAs has a spatio-temporal pattern, suggesting that they play specific functions in a variety of processes. Recently, several studies have explored miRNAs as molecular biomarkers for use in identifying biological pathways, aiding cancer diagnoses, and identifying disease activity and treatment effects [3,4].

The bovine mammary gland (MG) is a complex organ that grows and develops after calf birth [5]. The complex initiation of MG lactation has been extensively studied over the years at the genetic, physiological and morphological levels because of its important functions [6]. It has been reported that many genes are expressed differently to maintain lactation [7-9]. However, only a few studies have assessed the potential implication of miRNAs in MG lactogenesis. Numerous miRNAs have been found to be involved in the regulation of milk protein expression and MG differentiation, and computational and experimental methods have been exploited to identify miRNAs in cattle [10]. However, studies on the regulation of miRNA expression profiles in bovine MG during lactation are still in their infancy. There are currently 730 bovine miRNAs deposited in miRbase 17.0 [11], with only a few found in the MG [12,13]. Therefore, identifying MG miRNA expression profiles is an important approach to explore the mechanism of lactation initiation and to identify biomarkers for lactogenesis.

To obtain miRNA expression profiles and to compare the difference in miRNA expression between periods of lactation and non-lactation, we used next-generation sequencing technology to sequence two miRNA libraries constructed from tissue samples taken during these two periods. Using computational prediction, potential targets for these miRNAs were identified, leading to the construction of an interaction network related to lactation. Our integrative analysis highlights the complexity of gene expression networks regulated by miRNAs in MG during lactation.

## Results

### Determination of bovine MG period

Hematoxylin-eosin staining (HE) and immunofluorescence (IF) were employed to verify the microstructure differences of the lactating and non-lactating MG tissues used in constructing miRNA libraries. In the lactation MG (Figure 1A, 1C), many mature alveolar structures were packed with mammary lobules of a variety of shapes. Mature alveolar lumens were large in appearance and filled with secretions, with little connective tissue between alveoli. Additionally, large amounts of α-casein were found surrounding the nuclei and in the large alveolus. In contrast, an increase in stromal, connective and fatty tissue was observed in the non-lactating MG (Figure 1B, 1D). In addition, most of the ductal lumens were either comparatively smaller than in the lactating MG or collapsed, with a few residual ductal forming clusters of epithelial cells. Small amounts of α-casein were detected around the tissues.

**Figure 1:**
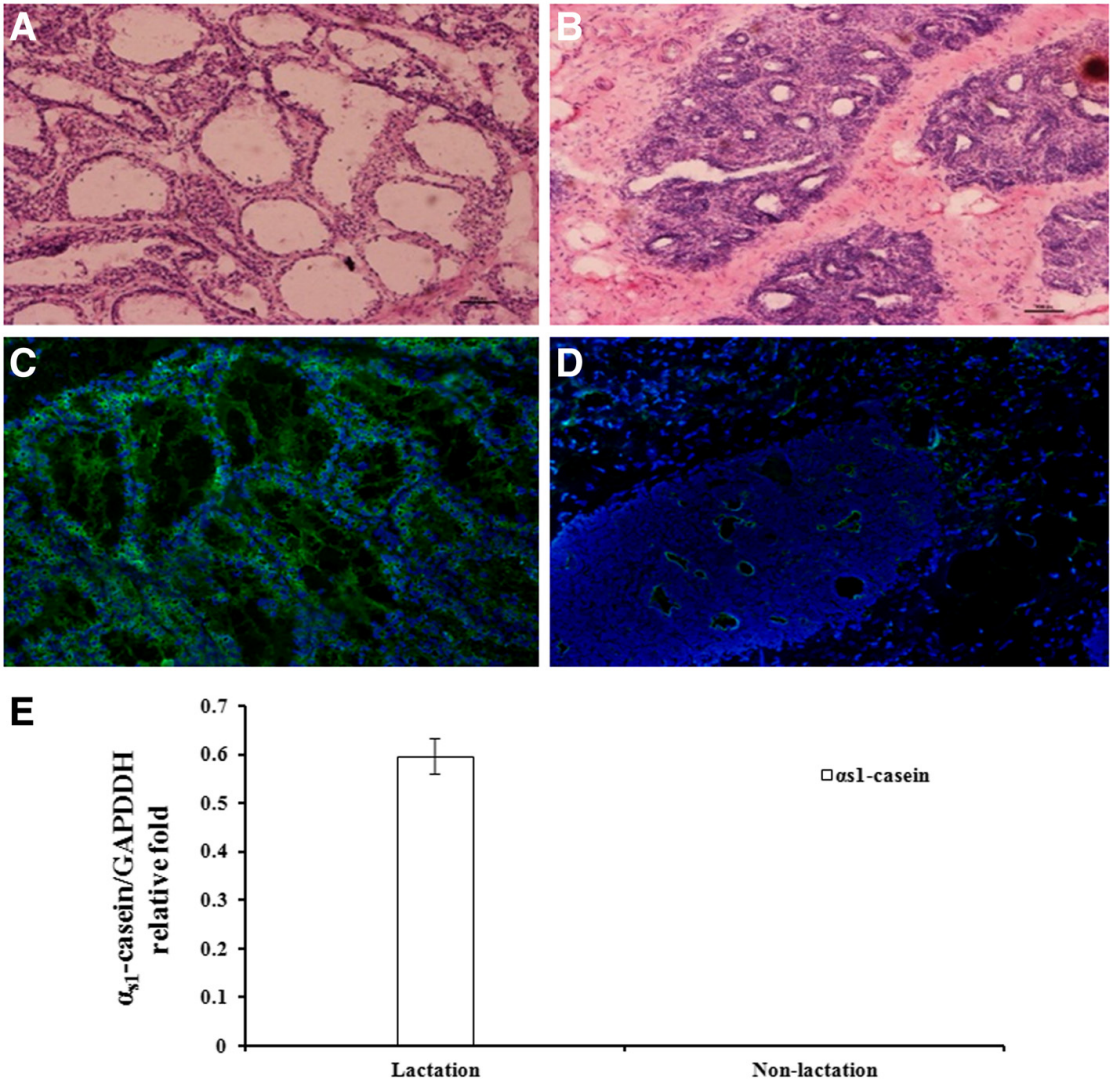
**The microstructure and gene expression of lactating and non-lactating mammary gland tissue in the dairy cow. (A)** Paraffin sections of bovine mammary gland in the lactation period (100×). **(B)** Paraffin sections of bovine mammary gland in the non-lactation period (100×). In **(A)** and **(B)**, the MG sections were stained with hematoxylin-eosin using standard procedures. Nuclei are dyed blue by hematoxylin, and the cytoplasm is stained pink by eosin. Hematoxylin-eosin stained sections were analyzed using light microscopy. **(C)** Expression of α-casein in lactating bovine mammary glands (100×). **(D)** Expression of α-casein in non-lactating bovine mammary glands (100×). In **(C)** and **(D)**, nuclei are in blue as marked by DAPI, and the α-casein signal is in green. Alpha-casein was detected using immunofluorescence using an anti-α-casein antibody followed by HRP-conjugated goat anti-rabbit IgG and analysis using fluorescence microscopy. **(E)** Expression of α_s1_-casein mRNA in lactating and non-lactating bovine mammary glands using real-time PCR.

Furthermore, mRNA expression of α_s1_-casein, a major milk protein, was measured using real-time PCR. As expected, α_s1_-casein mRNA was highly expressed during the lactation period and had barely detectable expression during the non-lactation period (Figure 1E).

### Analysis of sequencing data

Two miRNA libraries were constructed using small RNA isolated from bovine MG and sequenced using Genome Analyzer. 

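The mammary gland of 1 cow that was 6 years old and in milk for 2 months gave the lactation library. A cow that was 4 years old and neither lactating nor pregnant gave the non-lactation library, so there was 1 library per condition. The deposited counts cover 884 unique miRNAs in 3 groups, which are 283 known bovine miRNAs, 96 miRNAs conserved in other mammals (prefix PC) and 505 candidates predicted from the genome (prefix CN). For each miRNA the authors counted the reads of its most abundant sequence and the reads of all its isomiRs, the length and sequence variants of that miRNA. The most abundant sequences held 5745961 reads in the lactation library and 7879028 in the non-lactation library, and all isomiRs held 10259854 and 14747747 reads. The paper's Table 1 gives 11964909 and 15968116 clean reads, and RPM are the reads of the most abundant sequence of a miRNA scaled to these totals. Ratios are of RPM, lactation over non-lactation. Adaptors, low-quality reads and other RNA classes had been removed by the authors before they aligned the reads with ACGT-miR. For RNA extraction the paper names a Qiagen miRNeasy kit and for the libraries an Illumina small RNA kit, whereas the sample labels name Trizol and the TruSeq small RNA kit. Each ratio has an exact 95% interval (Clopper-Pearson, conditional on the summed reads of the miRNA), and intervals cover counting error only, since PCR copies are not independent molecules. Shares of reads printed without an interval have an exact interval no wider than the last digit printed. No difference between the libraries has a replicate check, and Fisher's exact test on the reads (two-sided, Bonferroni over 883 miRNAs) compares these libraries, not the conditions. Where a miRNA was listed at 0 in one library, 3 reads were used there and the fold is a lower bound. No fold is given where both libraries held 3 reads or fewer.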

A total of 15,089,573 and 18,079,366 reads were obtained from the lactation and non-lactation period libraries, respectively (Table 1). The ratio of lactation/non-lactation was 83.5%, indicating that the two libraries were well represented.

**Table 1:** Statistics based on the reads of the sequencing data

	**Average reads**	**Lactation period**	**Non-lactation period**
		**reads**	**reads**
total reads	16,584,470	15,089,573	18,079,366
raw reads	15,389,545	13,711,046	17,068,043
clean reads	13,966,513	11,964,909	15,968,116
known miRNA	12,387,809	10,231,155	14,544,463
conserved miRNA	83,064	76,098	90,030
novel miRNA	164,893	88,088	241,697

After filtering low-quality reads and adaptor sequences, 13,711,046 raw reads were obtained from the lactation library and 17,068,043 from the non-lactation library (Table 1). Certain RNA reference sequences including mRNA, rRNA, tRNA, snRNA, snoRNA and Rfam were filtered from the raw reads. The detection of a low proportion of long RNAs, such as mRNA (4.2%), rRNA (1.6%), tRNA (0.3%) and snoRNA (0.2%) (Figure 2A), indicated that our samples were not contaminated by degraded RNA. Finally, 11,964,909 and 15,968,116 clean reads from lactation and non-lactation libraries, respectively, were used for subsequent analysis (Table 1). Length distribution analysis revealed that more than half of these clean reads (52.6%) were 22 nt in length (Figure 2B), consistent with the typical size range of small RNA generated by Dicer. This analysis indicated that the clean reads included a large proportion of miRNA sequences.

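Sequences of 22 nt dominated both libraries, led by let-7a-5p and let-7f-5p, which are both of this length. Counting the most abundant sequence of each of the 884 unique miRNAs, 22 nt sequences held 89.9% of the reads in the lactation library and 90.3% in the non-lactation library (90.1% over both). Sequences of 21 nt held 5.39% (5.38% to 5.40%) and those of 23 nt 3.28% (3.27% to 3.28%) of the reads over both libraries. By miRNA group, 22 nt sequences held 90.2% of the reads of known miRNAs, 42.2% of those of conserved miRNAs (exact interval 41.7% to 42.8%) and 90.9% of those of CN miRNAs (90.8% to 91.0%). By sequence, 148 of 283 known (52.3%), 32 of 96 conserved (33.3%) and 157 of 505 CN miRNAs (31.1%) were 22 nt long. These shares leave out isomiRs of other lengths and clean reads outside the 884 miRNAs.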

**Figure 2:**
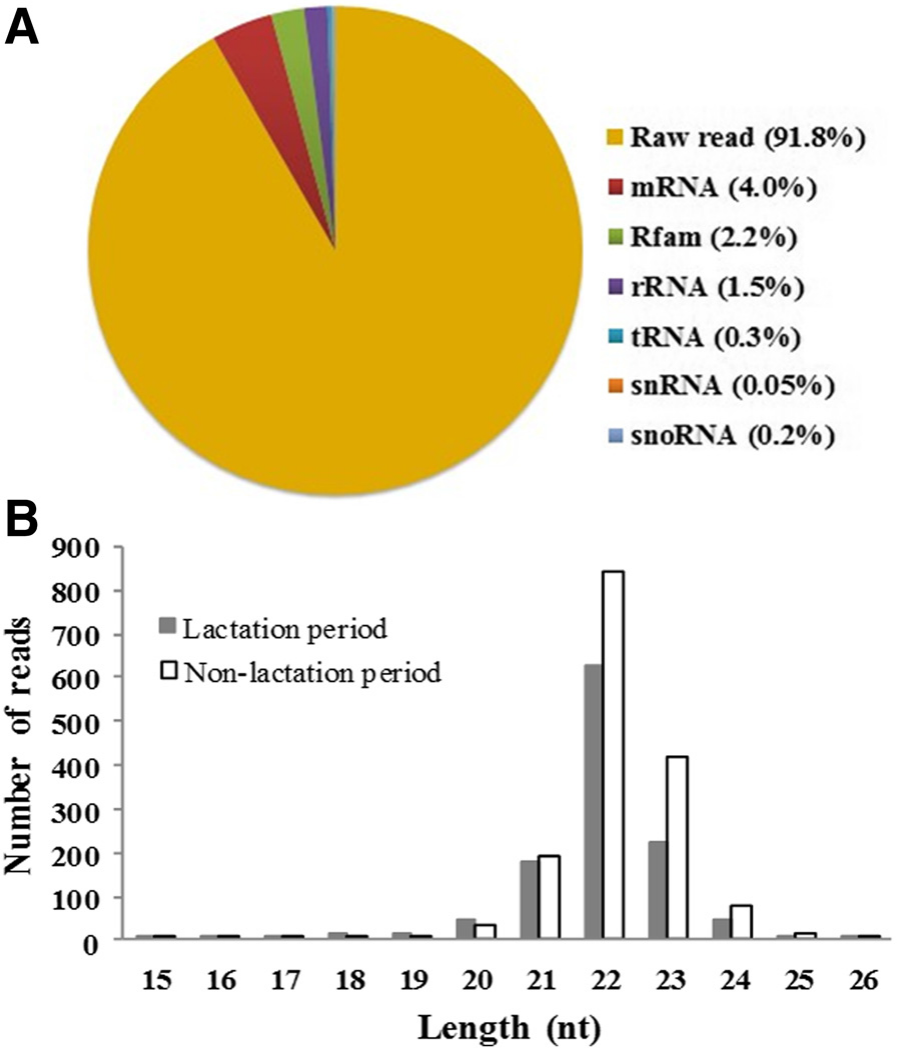
**The characteristics of sequencing reads. (A)** Count number distribution of the various RNA classes. **(B)** Length distribution of small RNAs of various lengths (15–26 nt).

All clean reads were then aligned against the *bta* genome and mammalian miRbase using the ACGT-miR program. This process detected 885 pre-miRNAs encoding 921 miRNAs, of which 884 were unique sequences, while 544 (61.5%) were expressed in both periods. 

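Nearly all reads belonged to miRNAs found in both libraries. Of the 884 unique miRNAs, 543 (61.4%) were listed in both, and these held 99.9% of the reads of the most abundant sequences in the lactation library and 98.4% in the non-lactation library. The non-lactation library alone listed 134, and most of the others were listed in the lactation library alone. The 341 miRNAs not listed in both had a median of 4 reads in the library that listed them, 298 had at most 10 and 8 had over 100. The lowest listed value was 3 reads, so a miRNA listed at 0 may have been below that. With at least 10 reads required in each library, 355 miRNAs were in both.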

The unique miRNAs were categorized into three groups based on their hits: 283 miRNAs matched with known *bta* miRNAs registered in the miRbase database; 96 miRNAs were conserved among other mammals but have yet to be identified in bovines; and 505 miRNAs were mapped to the *bta* genome, with the extended genome sequences having the potential to form hairpins.

### Features of the three miRNA categories in bovine mammary glands

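The deposited table of known miRNAs holds 298 entries, which give 283 unique miRNAs from 273 pre-miRNAs. Unique entries need not differ in sequence. The sequence AGCAGCAUUGUACAGGGCUAU stands under mir-103-3p, whose pre-miRNA lies on chromosome 20 from 2864127 to 2864198, and under mir-107-3p, whose pre-miRNA lies on chromosome 26 from 11661289 to 11661369 (BTA 4.0). The sequence UAAUACUGCCUGGUAAUGAUGA of mir-200b-3p is also listed under CN-263-3p with the same reads. In all, 6 pairs of the 884 entries share a sequence.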

The 283 unique sequences from 298 known miRNAs corresponding to 273 *bta* pre-miRNAs only accounted for 38.8% (283/730) of the sequences deposited in miRbase (version 17.0) (Additional file 1). Reads of these known miRNAs accounted for 88.7% (12,387,809/13,966,513) of the total clean reads (Table 1). These results indicated that while known, highly abundant *bta* miRNAs were easily detected, there are novel miRNAs in the MG that have yet to be isolated. 

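Known miRNAs took most of the reads in both libraries, and a larger share in the non-lactation library. All isomiRs of the known miRNAs held 10055513 of the clean reads (84.0%) in the lactation library and 14411229 (90.3%) in the non-lactation library, which is 87.6% over both. Conserved miRNAs held 0.149% (0.147% to 0.152%) and 0.230% (0.227% to 0.232%), and CN miRNAs 1.56% (1.55% to 1.57%) and 1.88% (1.87% to 1.88%). The most abundant sequences made up 56.0% of the known isomiR reads in the lactation library and 53.1% in the non-lactation library. Counted by these sequences alone, known miRNAs held 47.1% and 47.9% of the clean reads.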

The known miRNAs had a broad range of expression levels in the MG, ranging from hundreds of thousands of sequence reads for the most abundant miRNAs to single reads for the least abundant (Figure 3). 

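The let-7 family was the largest group of reads in both libraries. Its 9 members held 64.8% of the reads of known miRNAs (most abundant sequences) in the lactation library and 54.0% in the non-lactation library. The most abundant miRNA of the lactation library was let-7a-5p, with 108630 RPM against 80225 in the non-lactation library, where let-7f-5p led with 89097 RPM against 83843. Next to let-7, mir-26a-5p had 23021 and 56095, mir-29a-3p 13613 and 34524 and mir-21-5p 15463 and 20495 RPM in the lactation and non-lactation libraries. The 10 most abundant known miRNAs together held 79.9% and 79.2% of the known reads. At the other end, 59 known miRNAs in the lactation library and 60 in the non-lactation library had fewer than 10 reads, and the medians of the listed ones were 167 and 160.5 reads. Over 100000 reads were listed for 11 and 13 known miRNAs, and over 1000 reads for 86 and 88.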

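Of the known miRNAs, 17 were listed only in the lactation library and 18 only in the non-lactation library. Of these 35, 32 had at most 10 reads. The others were mir-502a-3p with 30 reads and mir-18b-5p with 13 reads in the lactation library, and mir-107-3p, whose sequence is also that of mir-103-3p, in the non-lactation library. The known miRNAs of both libraries held 98.5% of the known reads in the non-lactation library, and the reads of mir-107-3p account for nearly all of the rest.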

The two libraries had 248 (87.6%) of the known miRNAs in common, indicating that most of the known miRNAs were shared during MG development.

**Figure 3:**
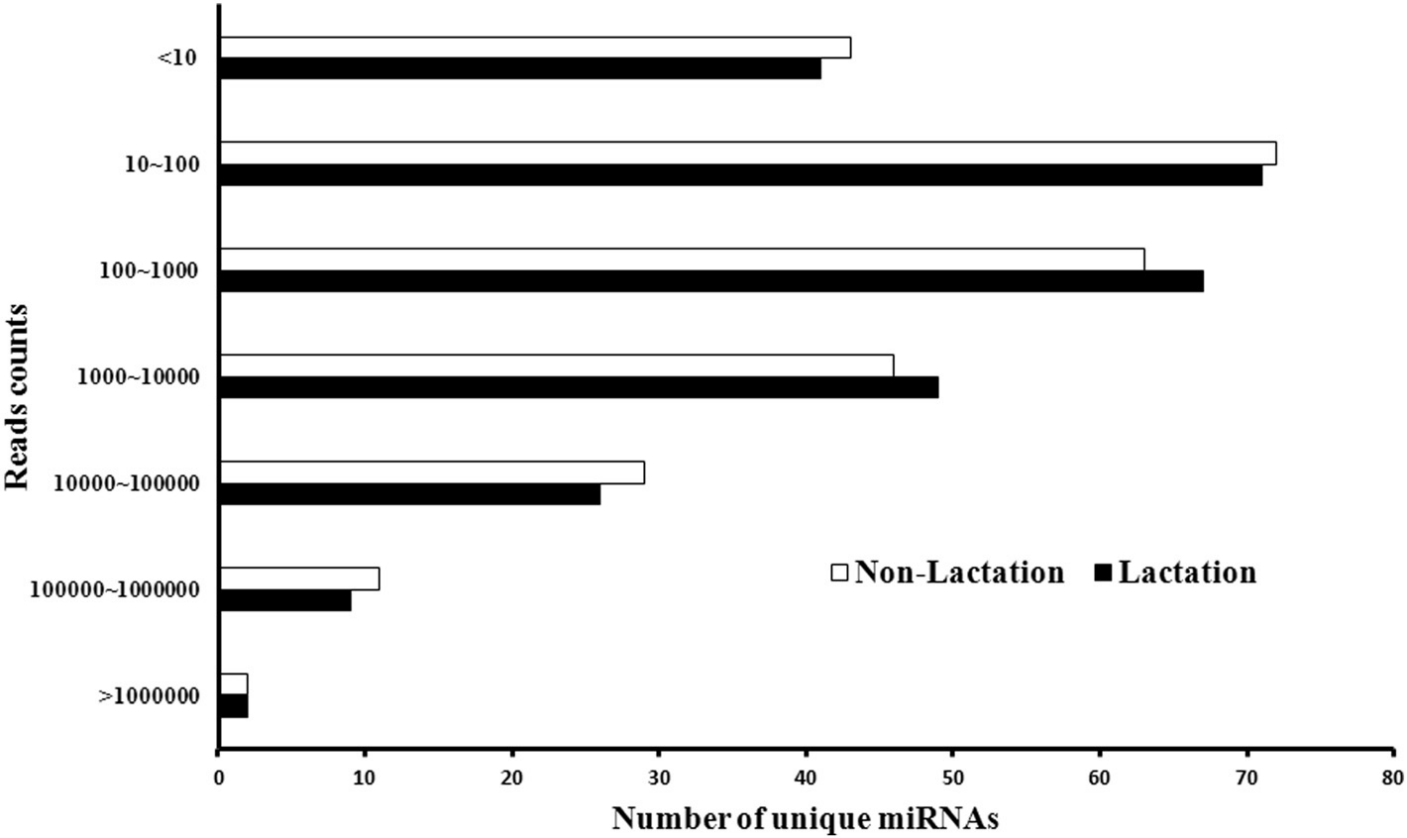
**The distribution of the sequencing reads of known bovine miRNAs.** The read counts of known bovine miRNAs in lactating and non-lactating mammary glands were classified. The known miRNAs had a broad range of expression levels in the MG, ranging from hundreds of thousands of sequence reads for the most abundant miRNAs to single reads for the least abundant.

The sequences were also mapped to other mammalian genomes. 

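Conserved miRNAs were few in reads. The most abundant was PC-574-3p (CACGCUCAUGCACACACCCACA), listed with 5935 reads in the non-lactation library and 0 in the lactation library. The name PC-574-3p also stands for a shorter sequence (CACACUCAUGCACACACCCA), with 4 reads in the lactation library and 0 in the non-lactation library. PC-7c-5p had 997 and 4332 reads in the lactation and non-lactation libraries, a ratio of 0.307 (0.286 to 0.329), and PC-200a-3p had 2499 and 1863, a ratio of 1.79 (1.69 to 1.90). The medians over the listed conserved miRNAs were 9 reads in the lactation library and 19 in the non-lactation library. Of the 96 unique conserved miRNAs, 57 were in both libraries, 30 only in the lactation library and 9 only in the non-lactation library. A genomic position was listed for 19 of them.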

In this study, the 106 miRNAs prefixed with “PC” corresponding to 96 unique miRNA sequences were classified as conserved (Additional file 2). Our results showed that 106 genomic cognates were predicted to be homologous miRNAs, of which 41 were cognates in *Mus musculus*, 28 in *Homo sapiens*, 24 in *Canis familiaris* and 21 in *Rattus norvegicus* (Figure 4). 

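The homologs named for the 106 conserved entries came from 16 species codes. Mouse was named for 41 entries, human for 27, dog for 24 and rat for 21, followed by platypus for 19 and opossum for 18. Mouse and human shared 12 entries, 29 named mouse without human, 15 named human without mouse and 50 named neither. The human count was the nearest below that for mouse. These are counts of entries in the deposited table and have no error of their own.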

In general, the bovine miRNA population is more conserved in *Mus musculus* than in *Homo sapiens*.

**Figure 4:**
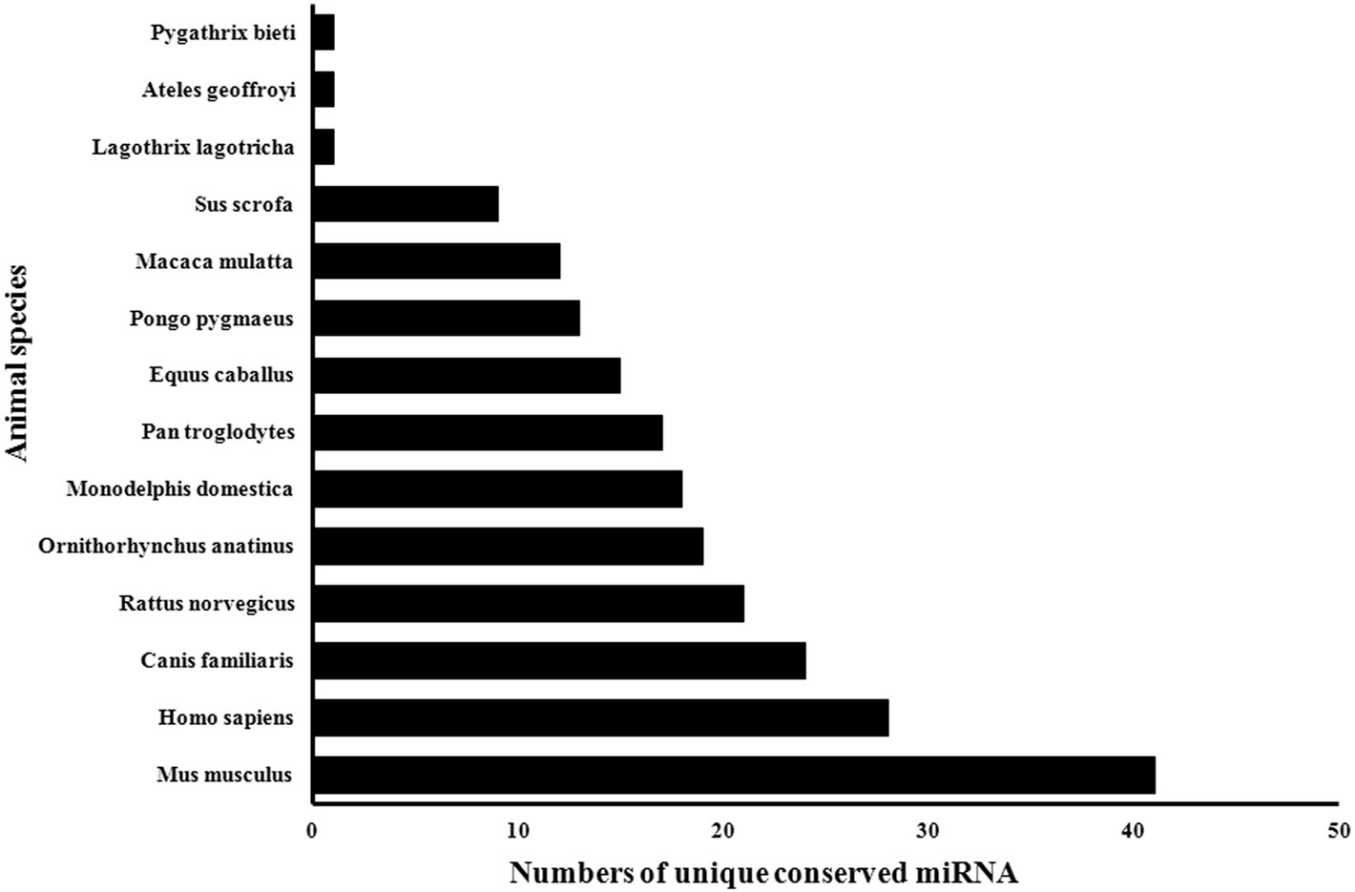
**The conservation profile of conserved bovine miRNAs.** These sequences were mapped to other mammalian genome assemblies and shared highly similar sequences. Values on the X axis indicate the number of unique conserved miRNAs between *bta* and the queried species.

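A single sequence made up most of the reads of the CN group in the non-lactation library. CN-64-5p (UGAAAAGUUCGUUCGGGUUUUU), assigned to chromosome 1 from 3473984 to 3474069 (BTA 4.0), held 47.1% (exact interval 46.8% to 47.4%) of the reads of CN miRNAs in the lactation library and 83.5% (83.3% to 83.6%) in the non-lactation library. It belongs to a list of 127 CN miRNAs that hold AGUUCGUUCGGGUU with at most 2 mismatches, which together held 49.0% (48.7% to 49.4%) and 85.2% (85.1% to 85.4%) of the CN reads. In this list 106 miRNAs had a ratio, with a median log2 ratio of 0.28 and a percentile of 4.49 among 10000 random lists of the same size matched on abundance. Without scaling the median was -0.13. Of these miRNAs, 13 passed Fisher's exact test with higher and 11 with lower RPM in the lactation library (17 and 12 adjusted over the list alone). Entries that share a sequence are counted apart here. CN-114-5p, with 0 and 83 reads in the lactation and non-lactation libraries, has the sequence of CN-316-5p, with 69 and 0. The summed reads of these entries had a ratio of 1.11 (0.794 to 1.55).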

The 517 miRNAs representing 505 unique miRNA sequences comprising the third group were termed as novel bovine miRNAs and prefixed with “CN” because they mapped to the *bta* genome without homology to any known mammalian miRNAs, and the corresponding extended genome sequences are capable of forming hairpins (Additional file 3). This miRNAs in this group accounted for a large proportion of the total expressed unique miRNAs (more than 50%, 505/884) and were novel miRNAs in cattle. In this unique “CN” series of miRNAs, 239 (239 out of 505, 43.9%) novel bovine miRNAs were detected in both libraries, while the remaining miRNAs were expressed in a lactation period-specific manner. 

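CN miRNAs that were listed in a single library had few reads. Both libraries listed 238 of the 505 CN miRNAs (47.1%), and the lactation library alone 159. Of the 267 not listed in both, 232 had at most 10 reads. Those with over 100 reads were CN-165-5p, CN-242-3p and CN-400-5p in the lactation library and CN-190-5p in the non-lactation library. With at least 10 reads in each library, 105 CN miRNAs were in both.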

Unsurprisingly, the reads of novel bovine miRNAs were less abundant than those of known miRNAs. Only 6 and 7 novel bovine miRNAs produced more than 1,000 reads in the lactation and non-lactation libraries, respectively.

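The 6 CN miRNAs of the lactation library with over 1000 reads were CN-64-5p (47518 reads), CN-263-3p (28517), CN-132-5p (4164), CN-354-3p (3139), CN-86-3p (2600) and CN-321-5p (1159). In the non-lactation library the 7 were CN-64-5p (169070 reads), CN-354-3p (9788), CN-263-3p (6598), CN-132-5p (1764), CN-86-3p (1718), CN-196-5p (1439) and CN-327-5p (1336). By RPM, CN-132-5p was 3.15-fold higher (2.98 to 3.33) and CN-86-3p 2.02-fold higher in the lactation library, and CN-327-5p was 4.51-fold lower, CN-64-5p 2.67-fold lower (2.64 to 2.69) and CN-354-3p 2.34-fold lower. CN-263-3p has the sequence and the reads of mir-200b-3p. The medians over the listed CN miRNAs were 7 reads in the lactation library and 6 in the non-lactation library. With all isomiRs counted, 11 and 9 CN miRNAs had over 1000 reads.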

A custom-designed microarray assay was performed to validate these miRNA expressions in the MG of lactation and non-lactation dairy cows. After removing miRNAs that had less than 10 reads (as a cutoff value) from the original 884 unique miRNAs, the remaining 523 miRNAs (283 known, 51 conserved and 189 novel) were fabricated on the microarray. 

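Known miRNAs were kept by a minimum of 10 reads more often than CN miRNAs. With the reads of both libraries summed, 541 of the 884 unique miRNAs had at least 10 reads, of which 242 were known, 57 conserved and 242 CN. With at least 10 reads in either library, 477 remained, of which 232 were known, 53 conserved and 192 CN. The paper does not state which of these was applied. Known miRNAs below the minimum in either library included mir-144-3p, which had 3 reads in the lactation library and 0 in the non-lactation library.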

Only 304 of the 523 miRNAs were identified by the microarray, including 187 of the known miRNAs, 43 of the conserved miRNAs and 74 of the novel miRNAs (Additional file 4).

### Identification of differential expression patterns of miRNA in bovine MG

The main aim of this study was to identify miRNAs that may play regulatory roles in bovine MG by comparing their expression patterns in lactation and non-lactation periods. We examined the co-expression of unique miRNAs in the two libraries representing these two periods (Figure 5A). 

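Measured by reads rather than by miRNAs, the overlap between the libraries was larger. The miRNAs listed in both held 97.2% (exact interval 97.05% to 97.26%) of the CN reads in the lactation library and 99.6% in the non-lactation library. For conserved miRNAs the share in the non-lactation library was 70.2% (69.6% to 70.8%), and PC-574-3p held most of the rest. CN-64-5p, which is listed in both, held most of the CN reads in the non-lactation library and 47.1% in the lactation library. The shares use the most abundant sequence of each miRNA.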

Analysis of the sequencing results demonstrated that more than 60% of reads overlapped between lactation and non-lactation periods, in which 248 miRNAs were known, 57 miRNAs were conserved and 239 were novel. The IDEG package was then used to identify differentially expressed miRNAs on the basis of potentially significant changes in expression. The expressions of 56 miRNAs were significantly different between lactation and non-lactation periods (*P*<0.05, Additional file 5). Among these, 41 unique miRNAs were expressed in both periods, while 9 miRNAs (mir-151-3p, mir-374b-5p, PC-1274-5p, PC-210-3p, CN-125-1-3p, CN-165-5p, CN-195-3p, CN-242-3p and CN-400-5p) were only highly expressed in the lactation period and 6 miRNAs (mir-107-3p, mir-23b-3p, PC-320c-2-3p, PC-574-3p, CN-100-1-5p and CN-190-5p) were only highly expressed in the non-lactation period. 

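miRNAs of epithelium and of striated muscle were among the highest in the lactation library. mir-133a-3p, a muscle miRNA, was 20.2-fold higher (15.8 to 26.2) and mir-1-3p 6.35-fold higher (6.22 to 6.49). mir-141-3p, a member of the epithelial mir-200 family, was 17.1-fold higher (15.2 to 19.3), mir-375-3p 13.9-fold (13.4 to 14.4), mir-200c-3p 8.88-fold (8.73 to 9.04) and mir-148a-3p 7.60-fold (7.45 to 7.76). mir-146b-5p was 5.76-fold lower in the lactation library, mir-181d-5p 5.52-fold, PC-26-1-5p 5.34-fold, mir-199a-3p 4.75-fold and mir-221-3p 3.97-fold lower. Of 273 miRNAs with at least 100 summed reads, 29 were at least 4-fold higher in the lactation library and 16 at least 4-fold lower. These counts were 26 and 25 with TMM factors, 26 and 26 with DESeq2 factors and 24 and 29 without scaling. Fisher's exact test with Bonferroni adjustment called 250 miRNAs different between the libraries at a threshold of 0.05, 154 higher and 96 lower in the lactation library. All but 1 of the 56 miRNAs of Table S5 passed this test, and 38 were at least 4-fold different (51 without scaling). The median log2 ratio of the 273 miRNAs was 0.24 and moved by -0.26 with TMM factors, by -0.28 with DESeq2 factors, by -0.42 without scaling and by -0.10 with raw reads as totals. Of the 273, 56.0% were higher in the lactation library with clean reads as totals, and 45.4% without scaling. The paper used the IDEG package and concludes that 56 miRNAs were differentially expressed between the periods. Its text does not name the IDEG test or the scaling. Table S5 lists 7 of the 56 with other reads than the deposited counts.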

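Families of miRNAs moved in different directions between the libraries. The mir-200 family was higher in the lactation library in all 5 members, down to mir-200a-3p at 2.43-fold and mir-429-3p at 2.22-fold (2.08 to 2.37), with a median log2 ratio of 2.53 that exceeded 99.6% of 10000 random lists matched on abundance. With all isomiR reads its median was 1.67, since mir-200b-3p, its middle member, was then 3.19-fold higher. Its members mir-200a, mir-200b and mir-429 share a cluster on chromosome 16, and mir-141 and mir-200c share a cluster on chromosome 5. Clustered members may not vary independently, and random lists took no account of position, so such percentiles may be overstated. The 5 mir-200 members are also in the list of 11 epithelial miRNAs (median 1.15, percentile 97.45). In that list mir-205-5p was 3.76-fold and PC-203-3p 3.77-fold lower. The 5 muscle miRNAs had a median of 1.79 (percentile 96.7), and 3 of them passed Fisher's exact test. The group of mir-99, mir-100 and mir-125 was lower in all 5 members (median -1.55, percentile 1.40), with mir-125b-5p 2.94-fold (2.89 to 2.98), mir-99a-5p 2.98-fold and mir-100-5p 3.07-fold lower. These 3 also belong to the 9 miRNAs of stroma and smooth muscle (median -1.55, percentile 0.165), in which 6 passed as lower and mir-143-3p (2.35-fold) and mir-145-5p (1.17-fold) as higher. mir-145-5p turned lower without scaling (ratio 0.880), with TMM (0.979) and with DESeq2 factors (0.966). The mir-181 family was lower in all 4 members (median -1.46, percentile 2.46), and mir-221-3p and mir-222-3p were both lower (median -1.67, percentile 6.56). Of 9 let-7 miRNAs, 4 were higher, led by mir-98-5p (1.95-fold) and let-7b-5p (1.86-fold, and 1.17-fold with all isomiR reads), and 5 lower, led by let-7c-5p (ratio 0.713), with a median of -0.08 (percentile 44.1). The mir-30 family was higher in its 6 members, though not in all of them without scaling (median 0.67, percentile 78.0), with mir-30f-5p at 5.71-fold (5.01 to 6.52). Medians of the mir-29 family were -0.69 (percentile 24.7), with mir-29a-3p 2.54-fold lower and mir-29c-3p 1.40-fold higher, and of the mir-15/16 family -0.18 (percentile 27.8), in which 1 passed as higher and 2 as lower (2 and 4 adjusted over the list alone). The 13 miRNAs of the mir-17/92 cluster and its paralogs had a median of 1.12 (percentile 94.15), from mir-20b-5p at 12.4-fold higher (9.86 to 15.7) to mir-25-3p at 2.92-fold lower. For the other lists named, the same numbers passed when adjusted over the list alone. The medians kept their direction under each scaling tried.

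**Figure D1:**
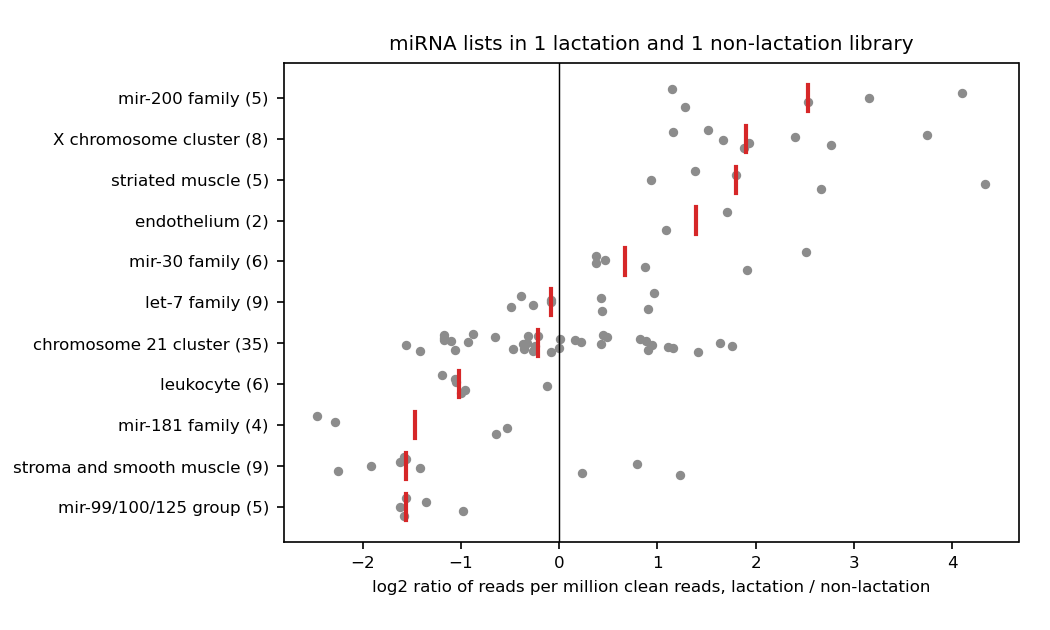
log2 ratio of RPM, lactation over non-lactation, for the members of 11 miRNA lists in 1 library per condition. Each grey point is a miRNA, each red bar the median of its list, and the number of miRNAs with a ratio is in parentheses. The mir-200 family lies above 0 in all 5 members and the group of mir-99, mir-100 and mir-125 below 0 in all 5.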

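Of the miRNAs named as present in a single period, 4 had reads only in the lactation library and 4 only in the non-lactation library in the deposited counts. In the lactation library these were CN-165-5p with 968 reads (at least 431-fold higher), PC-1274-5p with 576 (at least 256-fold), CN-400-5p with 409 and CN-242-3p with 156 (at least 69.4-fold). In the non-lactation library they were mir-107-3p with 115244 reads (at least 28784-fold lower in the lactation library), PC-574-3p with 5935 (at least 1482-fold), PC-320c-2-3p with 316 (at least 78.9-fold) and CN-190-5p with 152 (at least 38.0-fold). The sequence of mir-107-3p is also listed as mir-103-3p, with 180907 and 159117 reads, so its fold is not that of the sequence. The summed reads of both had a ratio of 0.880 (0.875 to 0.885), and of 1.11 with all isomiR reads. Entries sharing at least 15 nt had reads in the library listed at 0 for PC-320c-2-3p (mir-320-3p, 40436 reads), CN-190-5p (mir-27b-3p, 9288) and PC-1274-5p (PC-1274a-5p, 165). Their folds may therefore not show absence. No such entry with at least 100 reads was found for PC-574-3p, CN-165-5p, CN-400-5p and CN-242-3p. The remaining 7 miRNAs named as present in a single period, mir-23b-3p among them, had reads in both libraries. mir-151-3p had 494 reads in the lactation library and 1395 in the non-lactation library, mir-374b-5p 1624 and 2233, PC-210-3p 952 and 743, CN-125-1-3p 310 and 44, CN-195-3p 106 and 39, and CN-100-1-5p 50 and 302. With clean reads as totals no difference was detected for mir-374b-5p by Fisher's exact test (ratio 0.971, 0.910 to 1.04, p = 0.36), while its ratio was 0.809 with TMM factors, 0.798 with DESeq2 factors and 0.727 without scaling.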

Microarrays were performed to confirm these 56 differentially expressed miRNAs. The expression patterns of 48 of these miRNAs (48/56, 85.7%) were consistent with the deep sequencing data (Figure 5B, 4C). This finding indicates that deep sequencing is slightly more sensitive and reliable for the identification of differentially expressed miRNAs than microarray analysis.

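Reads and the paper's array values in Table S4 mostly had the same direction for these miRNAs. A probe was found for 48 of the 56 miRNAs, and the ratio of the reads and the paper's array log ratio had the same direction for 41 of them. The reads come from 1 cow per condition, and the paper's array used RNA pooled from 3 cows per stage. By the paper's methods, other cows were added to the sequenced cow of each period, so reads and array do not come from separate animals. The opposite direction was seen for mir-151-3p, mir-20b-5p, PC-210-3p, PC-320c-2-3p, PC-574-3p, CN-165-5p and CN-195-3p. The more abundant of the sequences named PC-574-3p had no reads in the lactation library, and the paper's array log ratio of the probe identical to it is 1.45. A probe counted as found where it had the identical sequence or the longest shared stretch, of at least 17 nt, a rule chosen after seeing the data. With identical sequences only, 33 had a probe and 28 of these had the same direction. Over all probes matched to miRNAs with at least 100 summed reads, Spearman's rho across miRNAs, which are not independent replicates, was 0.665. Of those with a ratio of at least 4-fold, 30 of 35 had the same direction, and of those under 2-fold 58 of 97.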

**Figure 5:**
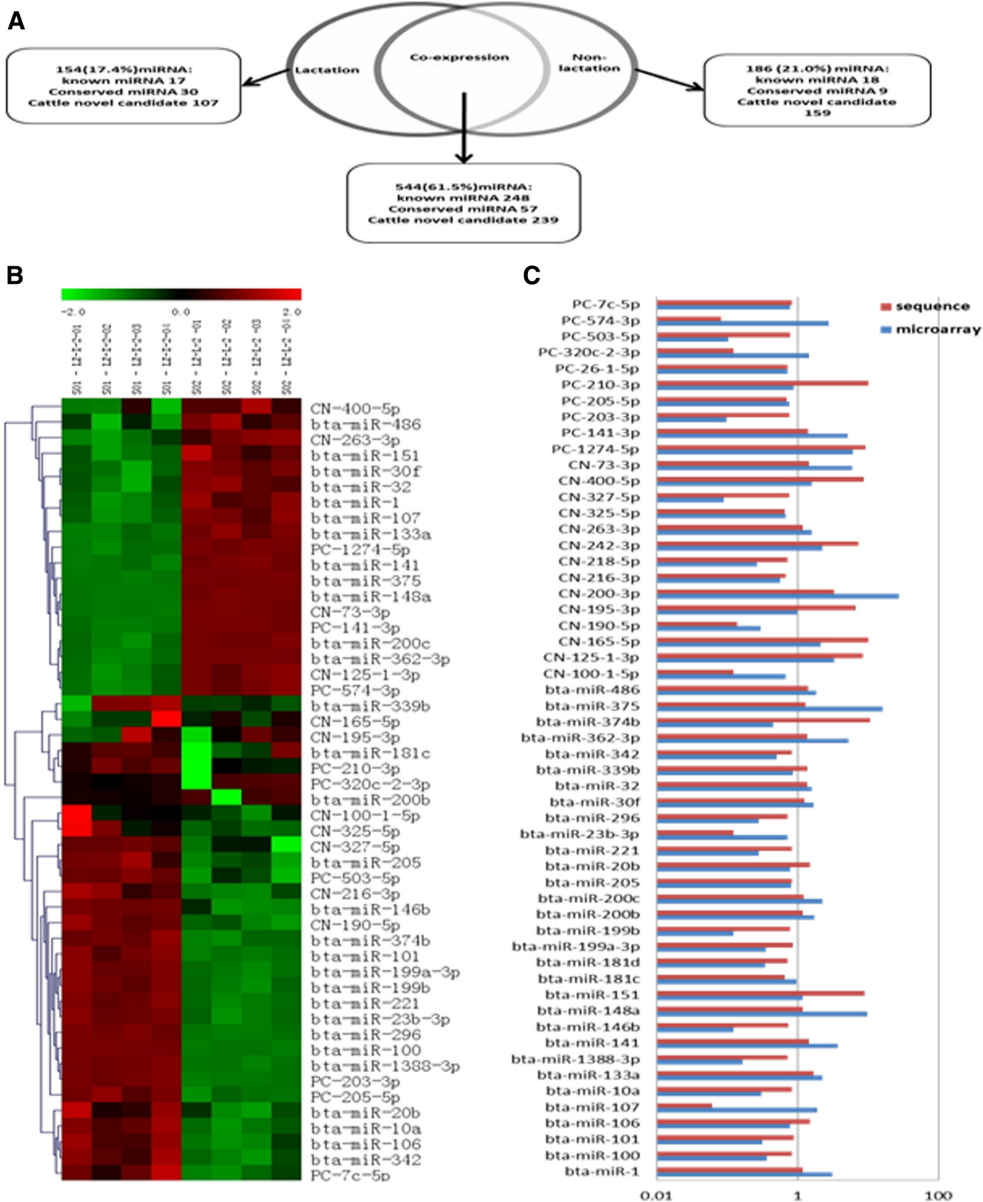
**Differential miRNA expression in the mammary gland. (A)** The Venn diagram displays the distribution of 884 unique miRNAs found in lactation and non-lactation periods. **(B)** The heat map was constructed based on the mean expression levels of the microarray. **(C)** Comparison between the microarray (blue bar) and sequencing (red bar) data. The bar graph shows the ratio of lactation to non-lactation (R value), where R values of higher or lower than 1 in both methods indicate that the miRNA has the same expression trend in the two different assay systems. R values where R_(microarray)_>1 and R_(sequencing)_<1 indicate that miRNA changes are differently represented by the two methods.

### Characteristics of chromosomal locations of pre-miRNAs in bovine mammary glands

The chromosomal positions (*bta* genome assembly) of all 885 pre-miRNAs detected in this experiment, including novel miRNAs, were searched by BLAST. It was determined that 800 of the pre-miRNAs (90.4%) matched with the *bta* genome and that 26 mature miRNAs of pre-miRNA hairpins were located at more than two genomic loci on different chromosomes (Additional file 6).

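The deposited tables place 837 entries at 690 distinct pre-miRNA positions of BTA 4.0, of which 273 hold a known miRNA. Of the distinct positions, 633 lie on chromosomes and 57 on unplaced contigs. Among those on unplaced contigs is mir-20b-5p, on contig Un00453 from 181264 to 181332. Among the 106 conserved entries, 21 had a position and 85 had none. Counts of positions have no error of their own.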

The genomic density distribution of bovine pre-miRNAs, i.e., the number of pre-miRNAs per Mbp of individual chromosome, was analyzed (Figure 6A). Densities were calculated by dividing the number of pre-miRNAs by the number of nucleotides on the individual chromosome. 

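Chromosome 1 held 18 distinct pre-miRNA positions and chromosome 25 held 16, which is 0.11 and 0.36 per Mb at the lengths the paper states, 161 and 44 Mb. When every entry with a position was counted, so that positions shared by several entries counted more than once, chromosome 25 held 22 (0.50 per Mb) and chromosome 1 held 20. Known miRNAs alone gave 6 positions on chromosome 1 and 10 on chromosome 25.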

The shortest chromosome (25 with 44 Mbp) and the longest chromosome (1 with 161 Mbp) encode 22 and 18 pre-miRNAs, respectively, corresponding to 0.50 and 0.11 pre-miRNAs per 1 Mbp genomic sequence. Chromosome 21 encodes 84 pre-miRNAs, the most pre-miRNAs of all the chromosomes, corresponding to 1.22 pre-miRNAs per 1 Mbp genomic sequence. 

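Chromosome 21 held the most distinct positions, 68, of which 40 held a known miRNA, ahead of chromosome 19 with 37, chromosome 5 with 34, chromosome 8 with 33 and X with 31. Most of those of chromosome 21 lie in 1 region that holds mir-127, mir-379 and mir-410. Its most abundant known miRNA, mir-127-3p at 65868433 to 65868527, had 3523 reads in the lactation library and 12502 in the non-lactation library and was 2.66-fold lower (2.56 to 2.76). mir-411-5p was 2.15-fold lower (1.88 to 2.46) and mir-369-3p 2.15-fold higher (1.73 to 2.67). Over the 35 known miRNAs of this region with a ratio the median log2 ratio was -0.22 (percentile 1.71 among 10000 random lists matched on abundance), and with all isomiR reads it was 0.059. These 35 miRNAs share a region and may not vary independently, so the percentile may be overstated. By Fisher's exact test 5 of them were lower and 2 higher in the lactation library (6 and 5 adjusted over the list alone).

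**Figure D2:**
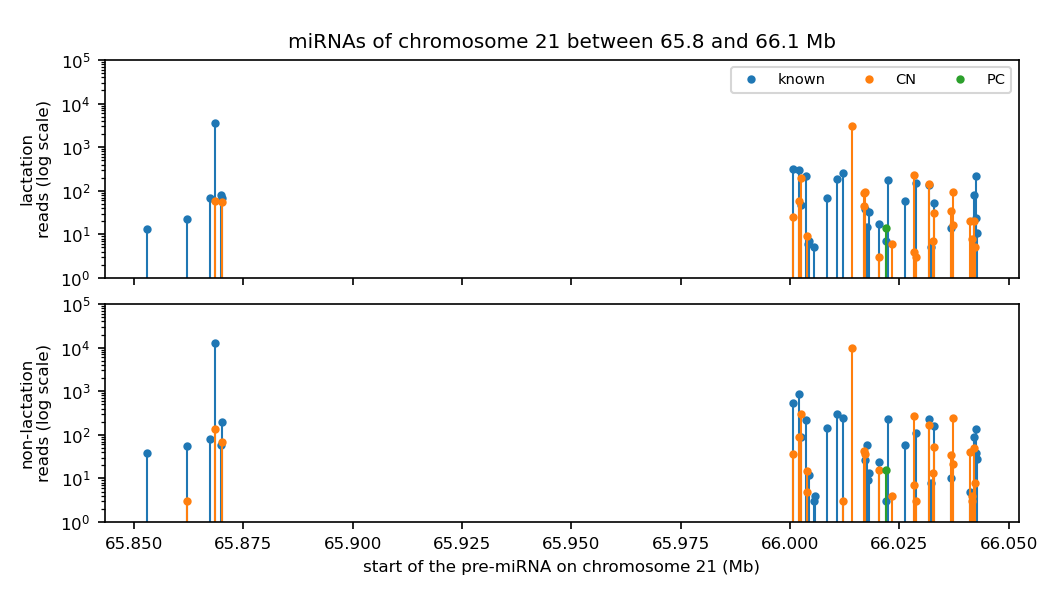
Reads of the most abundant sequence (log scale) of each miRNA against the start of its pre-miRNA in that region of chromosome 21, with the lactation library above and the non-lactation library below. Each stem is a known, CN or PC miRNA listed above 0 reads in that library, and the tallest stems are mir-127-3p and CN-354-3p.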

The coefficients of variation (CV) are 72% in this study and 73.6% as reported in miRbase [14], indicating a consistent genomic density distribution (r=0.953, *p*<0.01).

**Figure 6:**
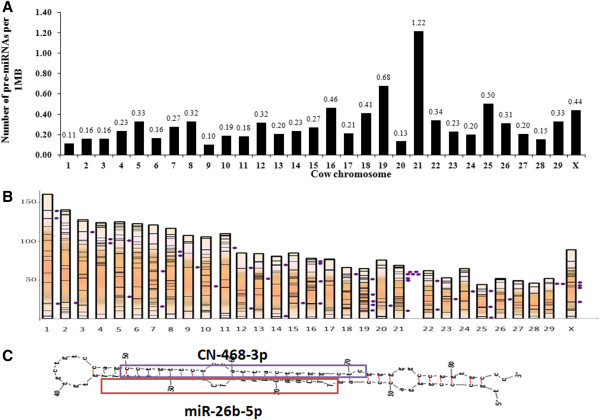
**Features of chromosomal locations of pre-miRNA in bovine MG. (A)** Pre-miRNA densities on bovine chromosomes, calculated by the number of pre-miRNAs per Mb of DNA. **(B)** The locations of bovine pre-miRNAs on each chromosome. Dots represent 55 clusters; black lines represent pre-miRNA locations. **(C)** The pre-miRNA structure. The mir-26b-5p mature sequence is boxed in red, while the CN-468-3p sequence is boxed in purple.

In gene studies, genes are clustered to identify co-expressed genes from the same primary transcript or to identify gene clusters that share similar functions. We followed the criteria proposed by miRbase and defined 10 Kbp as the maximum inter-distance for two pre-miRNAs to be considered as clustered. 

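With gaps of at most 10 kb, 187 of the 690 distinct positions (27.1%) fell into 55 clusters on either strand. The cluster of mir-17-5p, mir-18a-5p, mir-19a-3p, mir-19b-3p, mir-20a-5p and mir-92-3p on chromosome 12 from 64665100 to 64665893 held 9 positions, and its reads summed over all members had a ratio of 1.03. mir-92-3p (45125 and 63315 reads, ratio 0.951) made up most of this sum, and mir-17-5p was 3.09-fold and mir-20a-5p 2.87-fold higher in the lactation library. The cluster of mir-106-5p, mir-18b-5p, mir-20b-5p and mir-363-3p on contig Un00453 from 180833 to 181738 held 4 positions, and its summed reads were 4.71-fold higher in the lactation library. The cluster of mir-221-3p, mir-222-3p and CN-327-5p on X from 61412052 to 61412855 had a summed ratio of 0.287.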

There were 230 pre-miRNAs grouped into 55 clusters, accounting for only 28.75% (230 out of 800) of the total pre-miRNAs (Figure 6B).

We predicted all of our mature miRNAs of pre-miRNA hairpins using UNAfold software and found that 104 pairs of known miRNAs and novel candidates share the same pre-miRNA structure and that their pre-miRNAs’ chromosomal locations were identical (Additional file 7). The two mature sequences were located in different arms of one pre-miRNA, including 39 known miRNAs located at the 3’ end and 65 known miRNAs at the 5’ end. 

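By identical coordinates, 109 pairs of a known and a CN miRNA lay on opposite arms of one pre-miRNA, 38 with the known miRNA on the 3' arm and 71 with it on the 5' arm. Table S7 lists 101 of these pairs. Among them are let-7f-5p with CN-431-3p on chromosome 8 from 89743652 to 89743738, and mir-200c-3p with CN-93-5p on chromosome 5 from 10483359 to 10483423.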

We also found that reads of sequences were heavily biased towards the arm containing known miRNAs. For example, mir-26b-5p and PC-468-3p share the same hairpin structure and are located on different sides of chromosome 2 (genomic location of pre-miRNA: 110812687–110812771) (Figure 6C); the reads of each sequence for mir-26b-5p and PC-468-3p were 108,006 and 7 in the lactation period and 118,498 and 8 in the non-lactation period, respectively. It is possible that these lower-read novel candidates may be new miRNAs revealed by the highly sensitive deep sequencing approach.

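The known arm had more reads in 99 of the 109 pairs (90.8%, exact interval 83.8% to 95.5%). With the reads of both libraries summed, the median excess of the known over the CN arm was 47.0-fold, and it was at least 100-fold in 42 pairs and at least 1000-fold in 17. The widest gap was that of let-7f-5p, with 2425887 reads against 21 of CN-431-3p. The CN arm had more reads in 10 pairs, led by CN-161-3p over mir-212-5p (30.3-fold) and CN-49-3p over mir-542-5p (15.0-fold). Except for CN-165-5p over mir-1307-3p (4.84-fold), these CN arms had fewer than 500 summed reads.

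**Figure D3:**
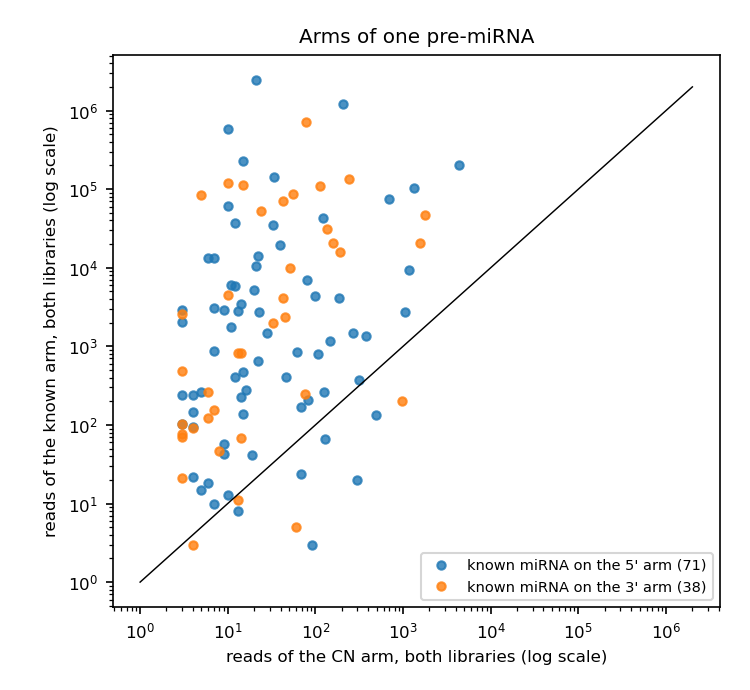
Reads of the known arm against reads of the CN arm, summed over both libraries (log scales), for 109 pre-miRNAs. Each point is a pre-miRNA, in blue with the known miRNA on the 5' arm (71) and in orange on the 3' arm (38), and the line marks equal reads. Of the points, 99 lie above the line.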

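In the deposited counts the 3' arm of this pre-miRNA is named CN-468-3p (CCUGUUCUCCAUUACUUGGCUC), and mir-26b-5p is UUCAAGUAAUUCAGGAUAGGUU. Summed over the libraries, mir-26b-5p had 226504 reads and CN-468-3p 15, an excess of 15100-fold. By RPM, mir-26b-5p was 1.22-fold higher in the lactation library (1.21 to 1.23), and lower without scaling (ratio 0.911). The ratio of CN-468-3p was 1.17 (0.360 to 3.69), so no difference was detectable at this depth.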

### Prediction of miRNA targets and lactation networks in bovine MG

The 283 known bovine miRNAs detected were grouped into families with unique seed sequences (2–8 nt) to identify putative targets. More than 10,000 annotated mRNA transcripts were selected as potential targets, equivalent to approximately 35 targets per miRNA. All targets were then processed by Gene Ontology annotation analysis. It was found that these targets have a wide range of diverse functions, with over half involved in transcriptional activity (Figure 7A).

**Figure 7:**
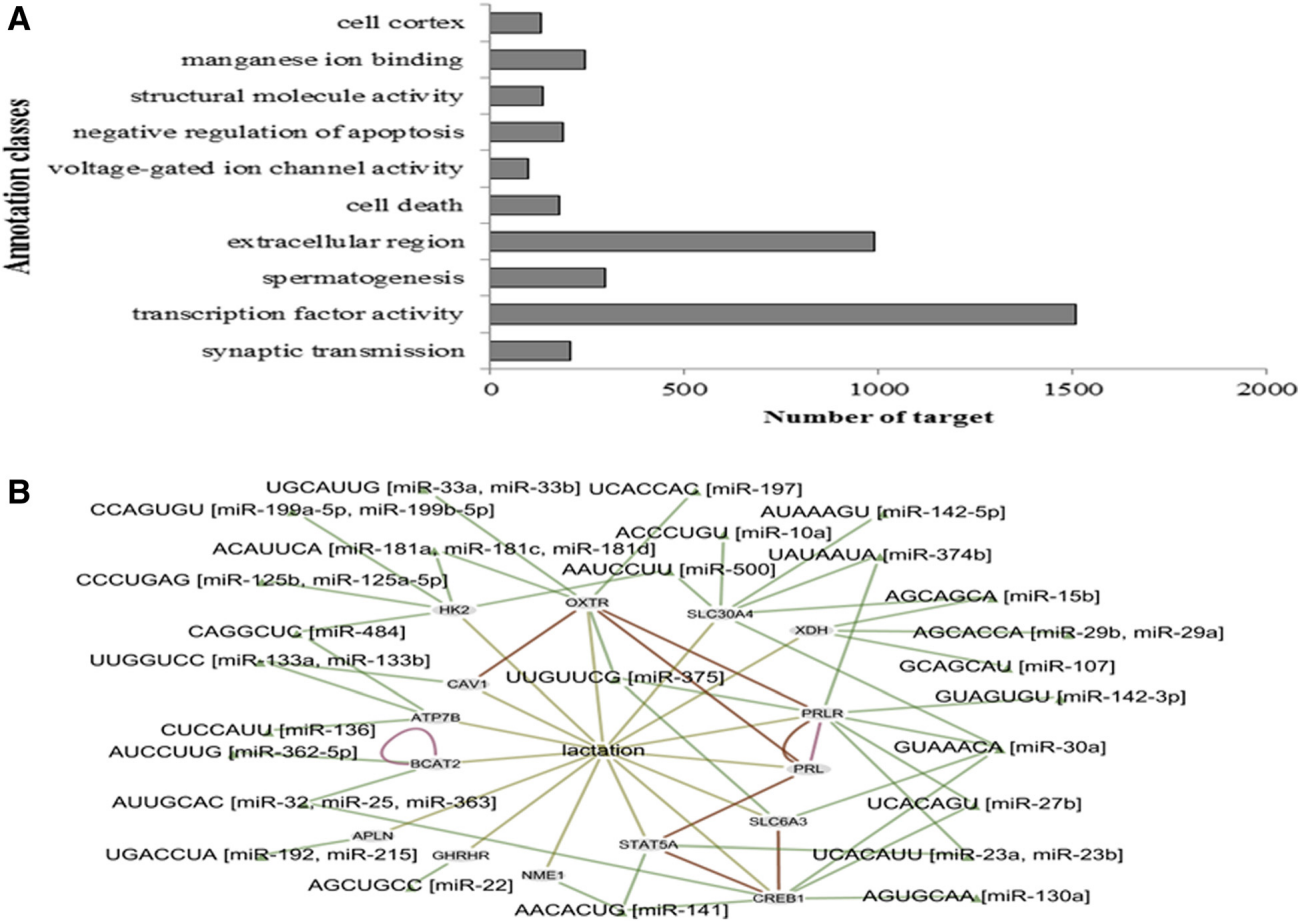
**Prediction of miRNA targets and lactation network. (A)** Gene ontology annotation analysis of miRNA targets. **(B)** The constructed lactation network of miRNAs. In the network, miRNAs are represented by triangles, and target genes are represented by grey nodes. Green lines represent miRNA-target interactions, brown lines denote gene-gene pathway interactions, and pink lines represent the NHGRI GWA catalog.

Based on the results of target prediction, miRNAs and target gene interactions were integrated using EGAN to construct possible regulatory networks to investigate the relationship between miRNAs and lactation (Figure 7B). We chose lactation as the Gene Ontology central process to show all Entrez gene neighbors and then imported 283 known miRNAs to find possible relationships. The resulting network includes 37 miRNAs detected by this study and 15 expressed target genes relating to lactation. For example, miR-138, reported to have a role in lactation, has five predicted targets related to lactation, including *SLC35b2*, *CABP4*, *GPR*, *MAPKAP* and *PRLR*. Of these predicted targets, miR-138 is known to inhibit PRLR protein translation by regulating *STAT5* and *MAPK*, thereby suppressing the proliferation and viability of mouse mammary epithelial cells [15]. 

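miR-138 had few reads in both libraries. mir-138-5p had 43 reads in the lactation library and 52 in the non-lactation library, which is a ratio of 1.10 (0.719 to 1.69, Fisher's exact test p = 0.68), so a difference was not detectable at this depth. The ratio was below 1 with TMM factors (0.920), with DESeq2 factors (0.907) and without scaling (0.827), and above 1 with all isomiR reads (1.37), with the sum of listed reads as total (1.13) and with raw reads as totals (1.03). Among the 26 mature miRNAs that the paper's discussion of the network names, 10 were higher and 13 lower in the lactation library by Fisher's exact test, also when adjusted over the list alone. The 13 include mir-107-3p, whose sequence had reads in the lactation library under mir-103-3p. The median log2 ratio of the 26 was -0.53 (percentile 3.01 among 10000 random lists matched on abundance). Besides mir-141-3p, mir-362-3p (6.80-fold, 5.30 to 8.81), mir-32-5p (5.63-fold, 4.13 to 7.79), mir-500-5p (5.29-fold) and mir-484-5p (4.56-fold, 3.72 to 5.62) were higher. With all isomiR reads mir-32-5p was 3.21-fold higher. mir-142-5p was 2.00-fold lower, mir-15b-5p 1.65-fold, mir-181a-5p 1.56-fold and mir-199b-5p 3.77-fold lower. Without scaling the ratios were 12.8 for mir-141-3p, 3.41 for mir-484-5p, 3.97 for mir-500-5p, 0.479 for mir-181a-5p and 0.199 for mir-199b-5p, which are the sequencing folds of the paper's Table 2. The paper chose these miRNAs by their predicted targets in a network built from the known miRNAs of these libraries.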

In this study, miR-138 was expressed more highly during lactation than during non-lactation, as detected by deep sequencing. Prolactin, which acts through its receptor, is a key factor in lactogenesis and lactation maintenance [16]. *PRLR* causes ductal outgrowth and side branching when grafted into *PRLR*^−/−^ epithelium [17].

### Regulation of lactation genes by miRNAs

Two genes and six miRNAs in the network were selected to validate its reliability. Our data collection and analysis revealed that the 3’UTR of signal transducers and activators of transcription (*STAT5*, NM_001012673.1) mRNA contains a complementary site for the seed region of bta-miR-141, while the 3’UTR of Hexokinases (*HK2*, XM_002691189.1) was paired with five miRNAs: bta-miR-500, bta-miR-199a, bta-miR-125b, bta-miR-181a and bta-miR-484 (Figure 8). These findings highlight the fact that our network is able to propose possible interactions between miRNAs and genes that have yet to be determined experimentally.

**Figure 8:**
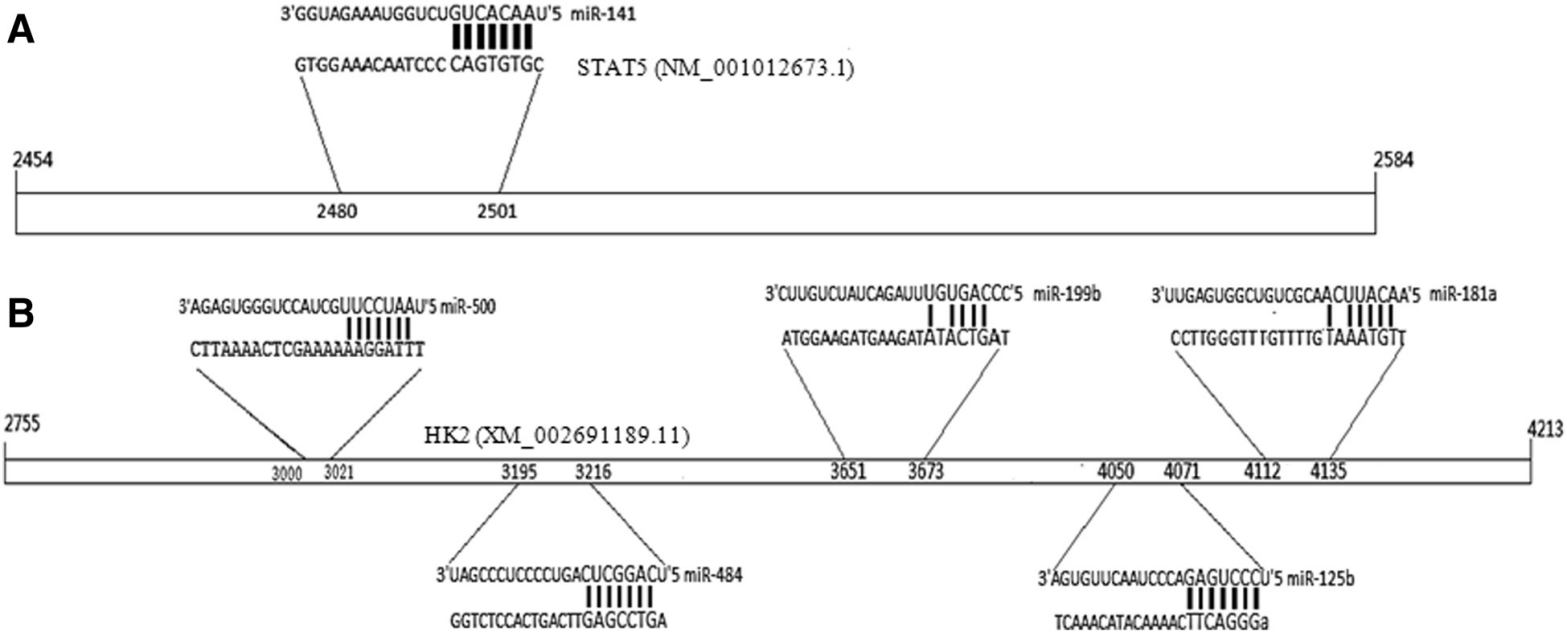
**Putative miRNAs targeting gene 3’UTRs. (A)** Pairing of bta-miR-141 with the bovine *STAT5* 3’UTR sequence. **(B)** A target seed region of the miRNA binding site was found within the bovine *HK2* 3’UTR sequence.

Real-time PCR analysis was performed to analyze the expression levels of miR-141, miR-125b, miR-181a, miR-199b, miR-484 and miR-500 in MG tissues. MiR-141, miR-484 and miR-500 were readily detectable in both periods but were expressed at obviously lower levels in the lactation period than in the non-lactation period. In marked contrast, significant reductions in the expression of miR-125b, miR-181a and miR-199b were observed in the non-lactation period (Table 2). Expression of *HK2* and *STAT5* mRNA was found to be higher in the non-lactation period than in the lactation period (Figure 9).

**Table 2:** MiRNA mammary gland expression

**Assay Name**	**Fold Change (L/NL)**		
	**compared with non-lactation**		
	**sequence**	**microarray**	**real-time PCR**
miR-125b	0.26	0.53	0.61
miR-141	12.82	19.09	37.25
miR-181a	0.48	0.85	0.08
miR-199b	0.20	0.12	0.38
miR-484	3.41	1.97	295.83
miR-500	3.97	2.98	334.56

**Figure 9:**
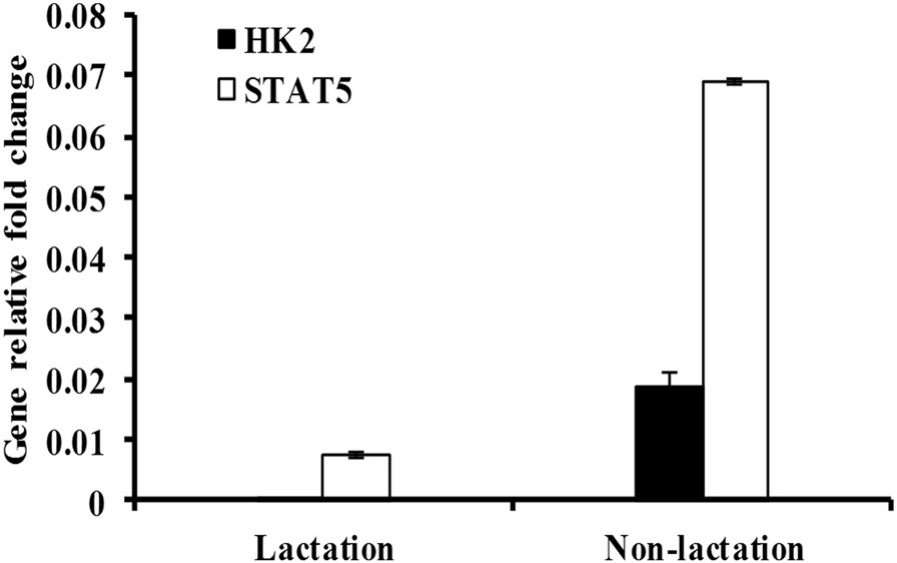
**Expression of *HK2 *and *STAT5 *mRNA in the bovine mammary gland.** Expression levels of *HK2* and *STAT5* in lactating and non-lactating bovine mammary glands were determined using real-time PCR. Gene fold changes were calculated using the 2^−ΔCt^ method, where ΔCt = (Ct _HK2/STAT5_ − Ct _GAPDH_). n=3.

The significant differences in the expressions of miRNAs and their targets between the two periods prompted us to explore the possible biological significance. We investigated the possible roles of these differentially expressed miRNAs in the regulation of gene expression using a cell-based model. MiR-141 mimic, miR-141 inhibitor, miR-181 mimic, miR-199a mimic, miR-484 mimic and miR-500 mimic were individually transfected into Mac-T cells.

MiR-141 mimics target and downregulate STAT5, while miR-141 inhibitors may increase STAT5 protein levels by antagonizing the effect of miR-141. Therefore, it is conceivable that miR-141 could be involved in regulating STAT5 gene function during lactation (Figure 10).

**Figure 10:**
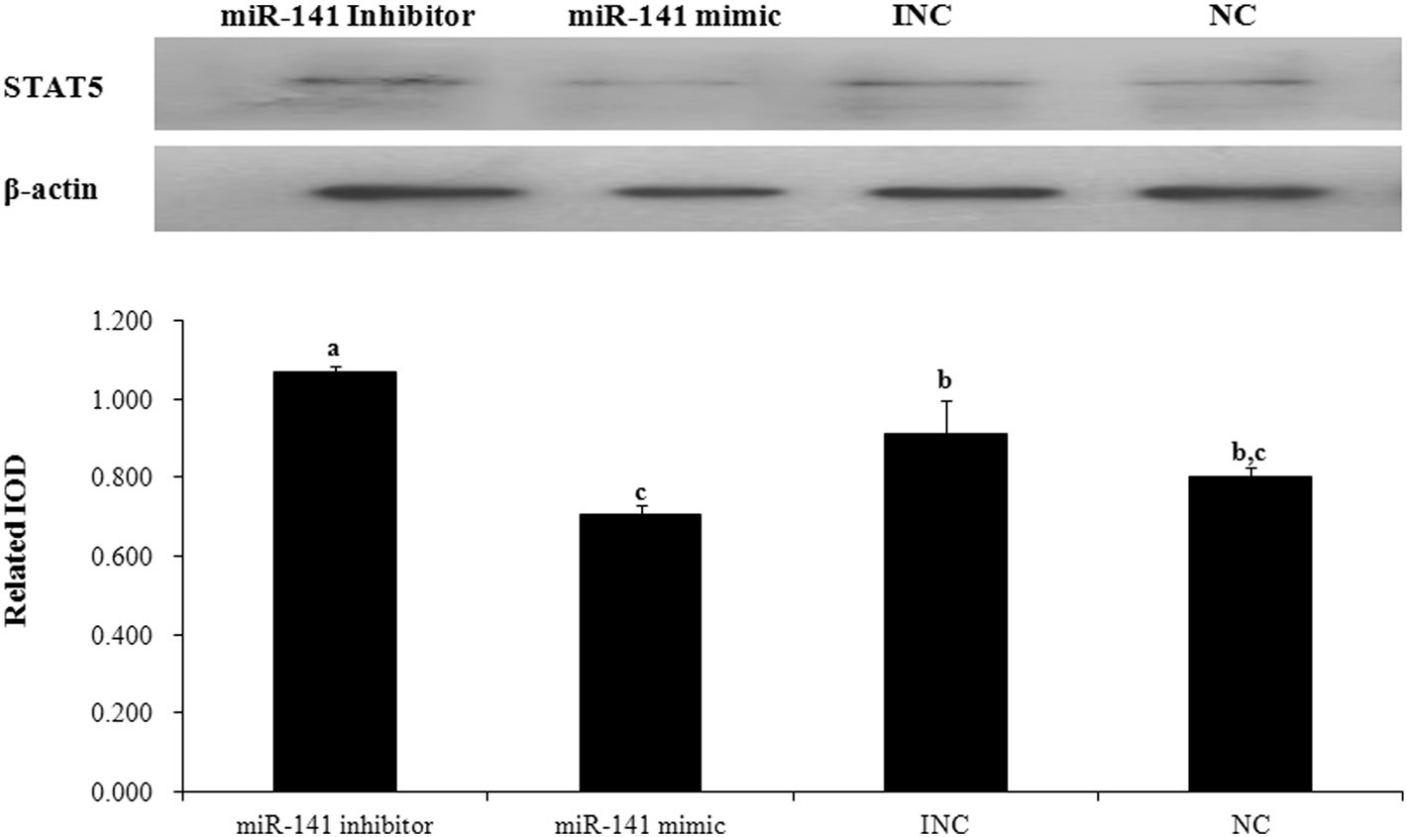
**STAT5 protein is regulated by miR-141.** STAT5 and β-actin protein expression was determined by western blotting. Mac-T cells were transfected with an miR-141 inhibitor, an miR-141 mimic, an inhibitor negative control (INC) and a negative control (NC). Cell lysates were collected after 24 hours and analyzed by western blotting. Beta-actin served as the internal control. The protein fragment intensity was quantified using Imagpro-Plus software, and IOD was used to represent the protein level. Error bars represent SD. n=3. ^**a-c**^ means different superscripts differ (*P*<0.05).

MiR-125b, miR-181a, miR-199b, miR-484 and miR-500 can regulate expression of the *HK2* gene according to our network. To examine the effects of these 5 miRNAs on HK2 expression, Mac-T cells were transfected with miRNA mimics or negative control dsRNA. HK2 protein levels were evaluated by western blotting. Transfection with miR-181a, miR-199b and miR-125b mimics did not significantly change the protein level of HK2 (Figure 11), while miR-484 and miR-500 mimics markedly inhibited the production of HK2 protein. Taken together with the fact that no significant differences were observed at the transcriptional level by real-time PCR (data not shown), these results suggest that miR-484 and miR-500 may function at the translational level.

**Figure 11:**
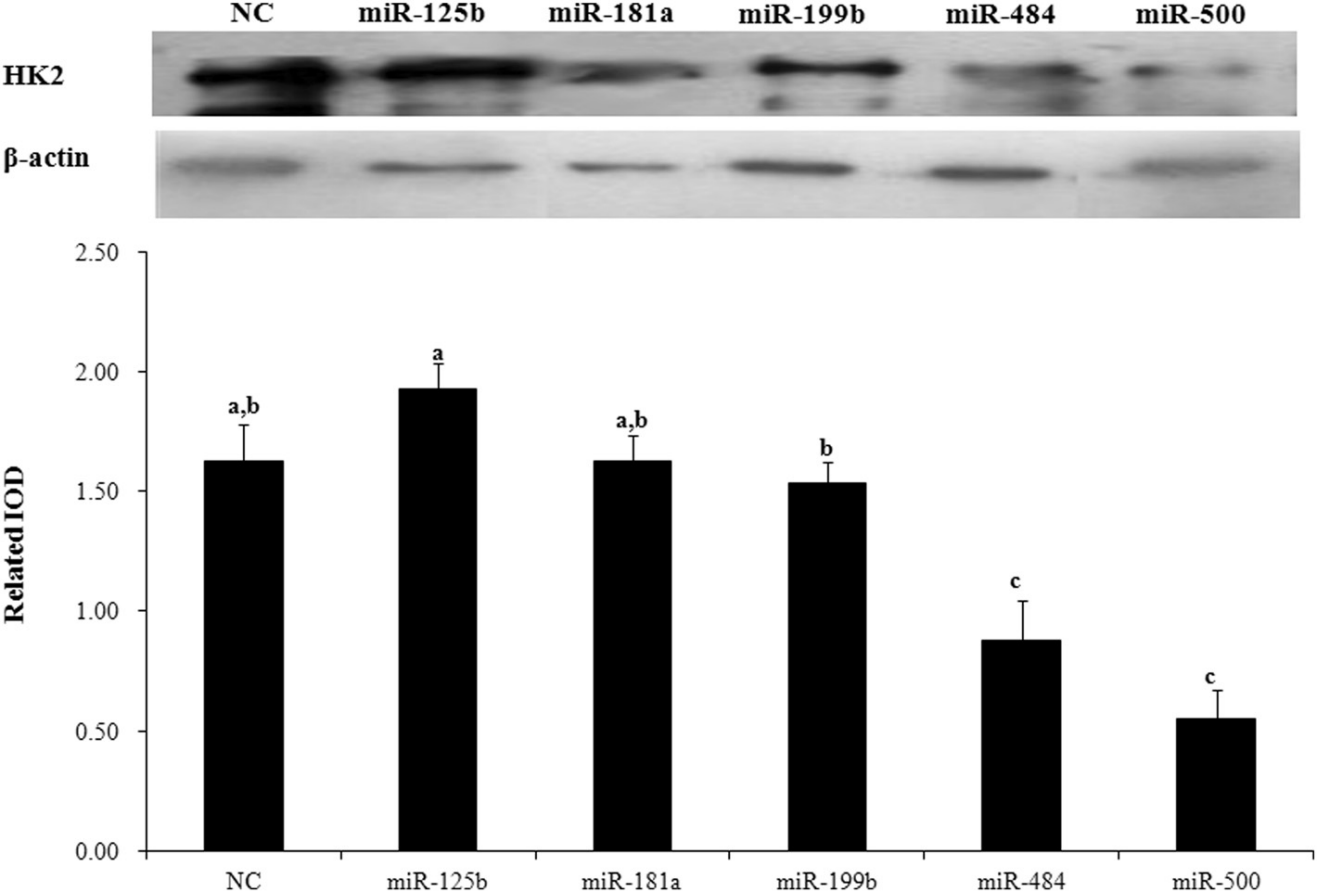
**HK2-targeting miRNAs regulate the expression of HK2 protein. HK2 and β-actin protein expression was determined by western blotting.** Mac-T cells were transfected with HK2-targeting miRNAs and a negative control (NC). Cell lysates were collected after 24 hours and analyzed by western blotting. Beta-actin served as the internal control. The protein fragment intensity was quantified using Imagpro-Plus software, and IOD was used to represent the protein level. Error bars represent SD. n=3. ^**a-c**^ means different superscripts differ (*P*<0.05).

## Discussion

Although the involvement of miRNAs in human MG has been extensively studied, no systematic work has been conducted on bovine MG. Some bovine miRNAs have been recently identified by computational and direct cloning approaches [12,18-21], but most bovine MG miRNAs have not been identified or functionally studied. In this study, an extensive miRNA profile of lactation and non-lactation bovine MG was created. Two small RNA libraries generated a total of 33.2M sequencing reads, from which 27.9M reads of mappable sequences (15–26 nt) were derived. In total, 283 known miRNAs, 96 conserved miRNAs and 505 novel miRNAs were detected in bovine MGs. A custom-designed microarray assay was performed to confirm these sequenced miRNAs. Seventy-four novel miRNAs and 43 conserved miRNAs were detected using this microarray. We propose that these confirmed miRNAs are novel miRNA candidates in bovine MG.

### Differentially expressed miRNAs in bovine MGs

The comparison of miRNA expression between lactation and non-lactation MG allowed us to identify 32 known miRNAs, 10 conserved bovine miRNAs and 14 novel miRNAs that were significantly differentially expressed between the two groups. 

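The miRNAs that differed most between the libraries came from all 3 groups. At least 4-fold differences were seen for 18 known miRNAs higher and 7 lower in the lactation library, for 3 conserved miRNAs higher and 5 lower, and for 8 CN miRNAs higher and 4 lower. Some conserved and CN miRNAs among these are close to known ones, so the groups are not independent. PC-205-5p is mir-205-5p with a U added, and PC-26-1-5p is mir-26a-5p with a base added at each end. PC-141-3p differs from mir-141-3p in the last base, and CN-263-3p has the sequence of mir-200b-3p. By Fisher's exact test with Bonferroni adjustment, 26 conserved and 79 CN miRNAs differed, and the others were known miRNAs, among the 250 that differed between the libraries. Outside Table S5, differences of at least 4-fold were seen for mir-484-5p and mir-500-5p, for mir-504-5p (7.15-fold lower, 3.84 to 14.8), PC-7e-5p (4.73-fold higher) and PC-26-5p (4.58-fold lower), and for mir-193a-5p and CN-300-5p. Without scaling, 2 of these 7, mir-504-5p and PC-26-5p, remained at least 4-fold different, while by the reads of Table S5 all 56 miRNAs listed there are at least 4-fold different without scaling. With TMM and DESeq2 factors the ratios were 3.80 and 3.75 for mir-484-5p and 3.97 and 3.92 for CN-300-5p. PC-7e-5p was also below 4-fold with both factors. With all isomiR reads mir-504-5p was 4.66-fold lower. These miRNAs were named after their values had been seen.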

Although there is no direct evidence showing the relationships between these miRNAs and MG development, it has been reported that the overexpression of miR-107 can lead to decreased rates of cell division with cell cycle arrest [22] and is related to the metabolism of cellular lipids. Milk lipid synthesis in MG is increased during the lactation period. The processes that take place between lactation and non-lactation resemble an epithelial-to-mesenchyme transition (EMT). The loss of inter-epithelial cell-cell contacts, including loss of the cell adhesion molecule E-cadherin, takes place between the two periods [23]. Graziano Martello and colleagues showed that miR-107 induces EMT in breast cancer cells [24]. Taking these observations together suggests that miR-107 could play important roles in lactation. It has been reported that miR-23b represses duct gene expression by down-regulating transforming growth factor-beta (TGF-β) signaling [25]. Our data showed that the growth of the ductal system became active and miR-23b showed opposite expression patterns in the lactation and non-lactation periods. Therefore, we propose that miR-23b may be involved in MG duct system development.

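mir-23b-3p was lower in the lactation library, with 9813 reads against 27493 in the non-lactation library, which is 2.10-fold lower (2.05 to 2.15). With all isomiR reads it was 1.40-fold lower. Its cluster partner mir-27b-3p, on chromosome 8 between 85962033 and 85962873, was 1.76-fold lower. mir-23a-3p, in the paralogous cluster on chromosome 7, was 1.57-fold lower, while mir-24-3p, whose pre-miRNAs lie in both clusters, was 2.09-fold higher (2.06 to 2.12). Over the mir-23/24/27 group of 5 miRNAs the median log2 ratio was -0.65 (percentile 22.9), with 2 higher, of which mir-27a-3p was lower without scaling, and 3 lower by Fisher's exact test.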

### MiRNA location and structure

There is evidence that miRNAs are often clustered and sometimes co-expressed from the same primary transcript, leading to the hypothesis that they may share functional relationships [26]. MiRNAs clustered on genome loci are ubiquitous in animals. Characteristics of miRNA clusters have already been reported for many mammals [14,27,28]. Based on the consensus criteria, our results reveal a unique feature. The low percentage of clustering seen in our data may be due to the currently incompletely characterized bovine genome. 

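The largest cluster by gaps of at most 10 kb held 41 pre-miRNA positions on chromosome 21 from 66000737 to 66042815. Its members include mir-379, mir-411, mir-495, mir-376c and mir-410 with 24 CN miRNAs and PC-300. A neighbouring cluster from 65852824 to 65870198 with mir-127, mir-136, mir-432, mir-433, mir-493 and mir-665 held 6 positions. The smallest clusters held 2.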

Each cluster contained 2 to 15 pre-miRNAs. 

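Chromosome 21 held 3 clusters with gaps of at most 10 kb and 5 with gaps of at most 3 kb. These 3 clusters contained 49 of its pre-miRNA positions. With gaps of at most 10 kb chromosome 19 held the most, 6, and with gaps of at most 3 kb chromosomes 19 and 21 held 5 each. Counted on the same strand alone, or with overlapping positions merged, chromosome 16 held the most (5 and 4).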

The chromosome with the most clusters is chromosome 21, with 8 clusters. Some miRNA clusters contain different types of pre-miRNA, such as cluster 31, housing miR-338, CN-287 and PC-3065 within chromosome 19 (genomic location of pre-miRNA: 53 057 553–53 057 638). These three pre-miRNAs may act cooperatively.

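mir-338-3p was the only member of this cluster with more than 10 reads. It had 70 reads in the lactation library and 32 in the non-lactation library, a ratio of 2.92 (1.90 to 4.58). PC-3065-5p had 4 reads and CN-287-5p had 3 reads in the lactation library, and both were listed at 0 in the non-lactation library. The deposited positions are 53057553 to 53057644 on chromosome 19 for mir-338 and CN-287 and 53057562 to 53057638 for PC-3065. Reads of this number cannot show a difference between the libraries for the latter members.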

Our most interesting finding is that there were 104 pairs of known miRNAs and novel candidates with the same pre-miRNA structures but very different counts. One potential reason for this finding is that the highly sensitive deep sequence technology makes it possible to identify novel candidates with lower counts. Another possible explanation is that the pre-miRNA hairpin can be cleaved into two arms. One arm is the mature miRNA, which is loaded with Argonaute (Ago2) proteins into the RNA-induced silencing complex (RISC), where it guides the RISC to silence target mRNAs, whereas the other arm goes on to be degraded via the miRNA processing canonical pathway. Because mature miRNA is derived from different pre-miRNAs depending on the body’s needs, the amount of the degraded arm will vary under different physical conditions.

### Lactation network

MiRNAs exert their effects by interacting with target mRNAs. Therefore, target-predicting software (Targetscan) was used to identify putative targets. On the basis of the predicted targets of the 283 known miRNAs, an interaction network composed of these miRNAs and their candidate targets expressed during lactation was constructed by EGAN. Using this network, it was demonstrated that 37 miRNAs interact with a total of 15 targets, which are involved in amino acid, fatty acid and lactose metabolism. It has been reported that the increased activity of the xanthine dehydrogenase (*XDH*) gene, a putative target of miR-29, miR-15b and miR-107, is an early event in mammogenesis *in vivo* and *in vitro* rather than a terminal component of differentiation [29]. MiR-362, miR-25, miR-363 and miR-32 target *BCAT2* encodes a branched chain aminotransferase found in mitochondria. It has recently been observed that branched chain amino acids can play a signaling role for protein synthesis in addition to serving as substrates [7]. In a study designed to determine the effect of lactation, it was found that *BCAT* activity increased in mammary tissue during rat lactation and was 6-fold higher than in virgin rats [30]. *PRLR* is the putative target of miR-142, miR-23, miR-374b, miR-30a and miR-27b and plays a function in MG development together with prolactin. Prolactin promotes alveolar survival, maintains tight junctions and regulates milk protein and lactose synthesis [31]. *STAT5* serves as a common point in the signal transduction pathways of several lactogenic and galactopoietic hormones in the MG [31-33]. Feuermann and colleagues found that one of the targets of *STAT5* is the miR-17/92 cluster [34]. Gene knockout experiments have demonstrated that the formation of lobular-alveolar structures depends upon the actions of progesterone and prolactin receptors functioning through the STAT5, cyclin D1 and Wnt pathways. Molecular analyses have established that Caveolin-1 (*Cav-1*) abrogates PRL-induced gene expression by sequestering *JAK2*. The loss of both *Cav-1* alleles results in precocious MG development during pregnancy and the concomitant precocious activation of *STAT5*. All of the above indicate that although little is known about the exact functions of these miRNAs, the relationships with their respective target genes indicate potential roles in lactation.

Both *HK2* and *STAT5* are key genes in the constructed network. Five related miRNAs were used to validate the network. STAT5 expression patterns were opposite to those of miR-141 in the MG detected in this study. According to our target predictions, we found that the *STAT5* 3’UTR is paired to miR-141 by a 7-mer seed region. Our transfection assay using Mac-T cells revealed that increased levels of miR-141 could reduce STAT5 protein expression. These findings emphasize a potential role of miR-141 in lactation regulation.

The interaction network predicted that *HK2* is a target of miR-125b, miR-181a, miR-199b, miR-484 and miR-500. Currently, there are no reports on any associations between *HK2* and miRNAs. Although 5 miRNA binding sites were predicted in the *HK2* 3’UTR, only miR-484 and miR-500 at high concentrations resulted in significant reductions in HK2 protein level. It is possible that the network is regulated by other factors or that the three miRNA binding sites are located at the position of the *HK2* 3’UTR [35]. The results of this analysis indicated miR-484 and miR-500 as putative miRNA regulators of *HK2*. Therefore, in this study, we have identified a relatively large number of miRNAs from bovine MG, validated 117 newly isolated miRNAs (43 conserved and 74 novel miRNAs), analyzed their expression and predicted their putative targets. Our results also demonstrated that miR-141, miR-484 and miR-500, characterized by the miRNA-gene regulatory networks, are probably essential for lactation via the targeting of *STAT5* and *HK2*.

## Conclusion

The aim of our work was to examine miRNA expression profiles in bovine MG and to evaluate miRNA functions through the identification of differentially expressed miRNAs in lactation and non-lactation MG. Our identification of novel miRNAs highlights the importance of miRNAs with low abundance and less conservation between species. An interaction network of known miRNAs and their target genes relating to lactation was constructed to postulate the functional roles of miRNAs in the MG. This integrated analysis provides important information that may inspire further experimental investigation into the field of miRNAs and their targets during lactation.

## Methods

### Ethics statement

Experiments were performed according to the Regulations for the Administration of Affairs Concerning Experimental Animals (Ministry of Science and Technology, China, revised in June 2004) and approved by the Institutional Animal Care and Use Committee at Zhejiang University, Zhejiang, China. Animals were allowed access to food and water *ad libitum* under controlled environmental conditions and were humanely sacrificed as necessary to ameliorate suffering.

### Sample preparation

Two multiparous dairy cows were used for miRNA library construction. The first was a 6-year-old cow that had been lactating for 2 months, which was used to make the lactation miRNA library, and the second was a 4-year-old non-lactating, non-pregnant cow, which was used to construct the non-lactation miRNA library.

In the microarray assay, two other multiparous cows were added to each period, and mixed RNA samples were made. The two additional lactation cows had been lactating for 3 and 4 months and were 4 and 5 years old, respectively. The two additional non-lactating, non-pregnant cows were 4 and 5 years old.

Bovine MG tissues were collected and immediately stored in liquid nitrogen until further use. Blocks of MG tissue were fixed in 4% formalin for 48 hours, processed and embedded into paraffin blocks according to routine procedures.

### Histologic examination

The paraffin-fixed blocks were serially sectioned into 8 μm coronal slices and stored at −20°C until further use. For routine histological studies, paraffin sections were stained with hematoxylin and eosin. Hematoxylin-eosin stained sections were analyzed by light microscopy using a Nikon fluorescence microscope (Nikon, Japan).

### Immunofluorescence assay

Alpha-casein was detected in frozen sections by immunofluorescence. Sections were fixed with 4% formaldehyde for 10 minutes. The slides were then rinsed 3 times in PBS for 5 minutes each and blocked for 60 minutes. The blocking solution was replaced by primary antibody solution (1:100, gene Tex, USA), and the samples were incubated overnight at 4°C. The next day, slides were rinsed 3 times in PBS for 5 minutes each. FITC-conjugated secondary antibody (1:200) with DAPI was added, and the slides were incubated for 1 hour at 37°C in the dark, followed by 3 rinses in PBS for 5 minutes each. The specimens were viewed under a fluorescence microscope (Nikon, Japan).

### Total RNA isolation, small RNA library preparation and sequencing

Total RNA was extracted using a Qiagen miRNeasy Mini Kit (Qiagen, USA) according to the manufacturer’s protocol. Subsequently, the RNA samples were sent to LC Science (Houston, USA) to construct the small RNA libraries using an Illumina small RNA kit (Illumina, San Diego, USA) and to be sequenced using Genome Analyzer (Illumina, San Diego, USA).

### Sequencing data analysis

Small RNA reads were processed using Illumina’s Genome Analyzer, and the ACGT101-miR program was then used to process the sequencing data. The mammalian miRbase (miRbase 17.0: http://www.mirbase.org/index.shtml) and the bovine mRNA Rfam, Repbase, genome and EST databases (http://www.ncbi.nlm.nih. gov/projects/genome/guide/cow/ and BTA 4.0: ftp://ftp.ensembl.org/pub/release-57/ fasta/bos_Tau-rus/dna/) were exploited. The sequencing data were first filtered into mRNA using Rfam and Repbase, and then mapped to miRbase. The mapped data were then aligned to genome and EST databases for annotation purposes. The remaining unmapped data were mapped to genome and EST data, secondary structures were predicted using UNAFold software [36], and IDEG 6 was used to identify significant differentially expressed miRNAs [37].

All sequencing data were categorized into three groups: (1) known miRNAs reported in miRbase; (2) conserved miRNAs sharing highly similar sequences corresponding to their precursors in other mammalian genome assemblies, and (3) bovine novel candidates where reads and the predicted secondary structures are not mapped to the miRNAs or pre-miRNAs in miRbase, but are mapped to the *bta* genome with extended sequences from the genome that form hairpins.

### Microarray assay

Total RNA was extracted using a Qiagen miRNeasy Mini Kit (Qiagen, USA). For each stage, equal quantities of total RNA isolated from three individual cows were pooled. A custom-designed microarray assay was performed to analyze miRNA expression patterns in lactating and non-lactating periods by LC Science (Houston, USA). The array included probes for 523 miRNA derived from the sequencing data and reported bovine miRNA (from miRbase) with 5S rRNA as a data normalization control. The probes were synthesized by *in situ* synthesis using PGR (photogenerated reagent) chemistry. Hybridization was performed overnight on a μParaflo microfluidic chip using a micro-circulation pump (Atactic Technologies) [38]. Hybridization images were collected using a laser scanner (GenePix 4000B, Molecular Device) and digitized using Array-Pro image analysis software (Media Cybernetics). Data were analyzed by first subtracting the background and then normalizing the signals using a LOWESS (Locally weighted Regression) filter [39].

### Target prediction and network construction

The starting point of the miRNA target prediction strategy was the utilization of known miRNAs listed in Additional file 1. TargetScan (Version 5.0) was used to predict putative targets with an established miRNA seed database and a bovine 3’EST database. EGAN software was used to depict the relationships between miRNAs, target genes and lactation. Due to limited data in cattle, data from human orthologs were also included for these targets in EGAN software [40].

### Quantitative RT-PCR assay

The gene expression assay and differentially expressed miRNAs identified using deep sequencing were validated using real-time PCR. Total RNA were extracted from the MG tissues in both periods separately using Trizol reagent (Invitrogen, USA). The RNA was divided into two portions, one for genetic testing and the other for miRNA detection. Genetic testing started with 500 ng of total RNA, and this RNA was reverse transcribed to cDNA using a SYBR® PrimeScript® RT-PCR Kit (TAKARA, Japan). For miRNA detection, 2 μg of total RNA was reverse transcribed to cDNA with a specific stem-loop primer using M-MLV (Invitrogen, USA), with incubation for 60 minutes at 42°C, followed by heating for 10 minutes at 95°C and storage at 4°C. These cDNA were then used as templates in a SYBR® Premix Ex Taq™ kit (TAKARA, Japan) with specific primers (Additional file 8). Real-time PCR was performed on an ABI7500 system (Applied Biosystem, USA). The reaction mixtures were incubated in a 96-well plate at 95°C for 30 seconds, followed by 40 cycles of 95°C for 5 seconds and 60°C for 34 seconds. All reactions were run in triplicate. *GAPDH* was used as a gene assay control and bovine S18 rRNA as a miRNA control. Fold changes were determined by the threshold cycle (CT). Fold changes of miRNA expression were calculated using the 2^−ΔCt^ method, where ΔCt = (Ct _target_ − Ct _control_) _Sample_.

### Cell culture and transfection

The cells used in this study were from the Mac-T cell line, which was donated by Dr. Zhao (University of Vermont, Burlington, USA). Cells were maintained in Dulbecco's Modified Eagle's Medium (DMEM, Gibco, USA) supplemented with 10% (V/V) fetal bovine serum (FBS, Gibco, USA), 100 U/mL penicillin and 100 mg/mL streptomycin. The cells were maintained at 37°C with 5% CO_2_ and subcultured every other day.

### Transfection of Mac-T cells with mimics and inhibitors

Cells were seeded in a 24-well plate at concentration of 1×10^5^ cells/ml/well on the day before the transfection. Mimics of miR-125b, miR-141, miR-181, miR-199a, miR-484 and miR-500 and the antisense inhibitor miR-141 were transfected by Lipofectamine 2000 (Invitrogen, USA) according to the manufacturer’s protocol. The transfection efficiency was examined using FAM-conjugated siRNA. The mimics were RNA duplexes, the inhibitors were single-stranded, and the negative controls (NC) and inhibitor negative controls (INC) for all miRNA mimics and inhibitors were designed by Invitrogen and had no homology to any bovine genome sequences (Additional file 9). The culture medium was changed 6 hours after the transfection of 20 pmol/L of mimics or inhibitors. All transfection data are representative of three independently repeated transfections and each 3-well group of cells were treated as one experimental unit.

### Western blotting analysis

Proteins were extracted using a protein extraction kit according to the manufacturer’s instructions (Kegen, China). Equal amounts of protein lysate were separated by SDS- polyacrylamide gel electrophoresis (PAGE) and then electrophoretically transferred to polyclonal difluoride membranes. Each protein was incubated with a specific antibody and detected with an electrogenerated chemiluminescence (ECL) kit. Beta-actin was used as a loading control. Antibodies for STAT5 and β-actin were manufactured by Boster (China), and the HK2 antibody was purchased from Santa Cruz (USA). The intensity of the protein fragments was quantified using Imagpro-Plus software. All data are from three independently repeated experiments.

### Statistical analysis

All data were analyzed using SPSS software (V16.0, SPSS Inc., USA). Values in the texts and figures represent the results of at least three separate experiments. Group comparisons were performed using ANOVA with the Student’s t-test. Differences were considered statistically significant at *P*<0.05.

## Abbreviations

Ago2: Argonaute; CAV-1: Caveolin-1; CV: Coefficients of variation; ECL: Electrogenerated chemiluminescence; EMT: Epithelial-to-mesenchyme transition; FBS: Fetal bovine serum; GO: Gene ontology; HE: Hematoxylin-eosin staining; HK2: Hexokinases; IF: Immunofluorescence; INC: Inhibitor negative control; L: Lactation; MG: Mammary gland; miRNA: MicroRNA; NC: Negative control; NL: Non-lactation; nt: Nucleotides; RISC: RNA-induced silencing complex; SDS-PAGE: SDS-polyacrylamide gel electrophoresis; siRNA: Small interference RNA; STAT5: Signal transducers and activators of transcription; TGF-β: Transforming growth factor-beta; XDH: Xanthine dehydrogenase.

## Competing interests

The authors declare no competing interests.

## Authors’ contributions

ZL performed the main experiment and wrote the paper. HL participated in the study design and paper revision. XJ was involved in executing the study. LL assisted with the experimental design and was involved in revising the paper. JL designed the study, guided the execution of the study, and revised the paper. All authors have read the manuscript and approved its publication.

## Supplementary Material

Additional file 1 **Table S1.** Profile of known bovine miRNAs. Profile of the known bovine miRNA. Click here for file

Additional file 2 **Table S2.** Profile of conserved miRNAs originating from pre-miRNAs. Profile of conserved miRNAs originating from pre-miRNAs. Click here for file

Additional file 3 **Table S3.** Profile of bovine novel miRNAs. Profile of bovine novel miRNAs. Click here for file

Additional file 4 **Table S4.** Profile of microarray assay. Profile of microarray assay. Click here for file

Additional file 5 **Table S5.** Differentially expressed miRNAs. Differentially expressed miRNAs. Click here for file

Additional file 6 **Table S6.** Bovine pre-miRNAs with two or more genome locations. Cattle pre-miRNAs with two or more genome locations. Click here for file

Additional file 7 **Table S7.** Same pre-miRNA structure and location. Same pre-miRNA structure and location. Click here for file

Additional file 8 **Table S8.** Primer sequences used in the q-PCR experiments. Primer sequences of the q-PCR experiments. Click here for file

Additional file 9 **Table S9.** Small interfering RNA. Small interference RNA. Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

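Small RNA libraries from the mammary gland of 1 lactating and 1 non-lactating cow were sequenced by the authors, who removed adaptors, low-quality reads and reads of other RNA classes and mapped the rest to pre-miRNAs and to the bovine genome BTA 4.0 with ACGT-miR. The deposited values are read counts, which the authors made by counting the reads of the most abundant sequence and of all isomiRs of each miRNA in each library. The 3 tables, for known, conserved (PC) and CN miRNAs, were read in 18 value columns. In the CN table the isomiR columns were read in the order that the values allow, since the labelled order would give isomiR sums below the most abundant sequence, and the isomiR sums of 4 miRNAs that were blank or too small were left out. Entries were grouped into 884 unique miRNAs as listed, and 883 with a value in both libraries were tested.

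Ratios of RPM used the clean reads of the paper's Table 1 as totals, and a listed 0 was set to 3 reads. At this depth 100 summed reads give an interval of a ratio near 1 of about the width given for mir-138-5p, and miRNAs with more reads have narrower ones, as printed beside their ratios. The 4-fold rule required a ratio of at least 4-fold and at least 100 summed reads, and it was written after the paper's Table S5 had been seen. Fisher's exact test took the reads of a miRNA against the other clean reads of each library, with Bonferroni adjustment and a threshold of 0.05. The median log2 ratio of a list was ranked among 10000 random lists of the same size, drawn within 10 bins of mean RPM (seed 731). The draw took no account of genome position, so percentiles of lists with clustered members may be overstated. Clusters joined distinct pre-miRNA positions with gaps of at most 10 kb on either strand. Arm pairs were matched by identical coordinates. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 was used, and R 4.3.3 with edgeR 4.0.16 and DESeq2 1.42.0 for scaling factors alone, since a single library per condition gives no dispersion.

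Named miRNAs are those the paper names, those of its Table S5, the 10 most abundant known miRNAs of each library, the 10 highest and the 10 lowest ratios among miRNAs with at least 1000 summed reads, CN miRNAs with over 1000 reads in either library, and members of 22 lists. The rule, the lists and the choices of tests and alternatives were fixed before the data were examined but after the paper's supplementary tables had been seen. Other miRNAs named beside a count, such as PC-200a-3p, PC-7c-5p and the CN arms of pairs, were chosen after their values were seen. The lists are families and clusters of miRNAs, markers of cell types, the miRNAs of the network in the paper's discussion, and sequences that share a motif. Probes of the paper's Table S4 were matched by a shared stretch of at least 17 nt, a rule set after identical sequences had been tried.

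The methods were tested on simulated counts of 883 miRNAs. None of 683 unchanged miRNAs was called, and 97.6% of 874 intervals held the simulated ratio. Fisher's exact test called 11 of 57 miRNAs changed 1.2-fold, 11 of 53 changed 2-fold, 24 of 52 changed 4-fold and 20 of 38 changed 8-fold. Among those with at least 100 reads it called 11 of 19, 11 of 15, 20 of 20 and 12 of 12. Of 200 unchanged random lists 8 fell outside the middle 95% of random lists, and all 200 lists of 9 miRNAs shifted by a log2 ratio of 1 did. This last rate does not carry over to the deposited counts. There the 13 miRNAs of mir-17/92 and paralogs, with a median of 1.12, stayed inside at percentile 94.15. The 9 miRNAs of stroma and smooth muscle, with a median of -1.55, lay outside at percentile 0.165.

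Alternatives were other scalings (sum of the listed reads, TMM, DESeq2, none, and raw reads as totals), all isomiR reads, other fold thresholds and read minimums, Benjamini-Hochberg adjustment, other definitions of positions and clusters, and other matches of arms. Merging entries of one sequence and leaving out entries at 0 were added after seeing the data. Raw reads, folding of pre-miRNAs, target prediction, the network and RT-PCR were not analysed here. No genome sequence was used, so positions are those listed by the authors.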

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

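The tests of depth, of shared sequences, of scaling, of cell types and of low reads were chosen after the result was seen, and the test of GC content and length was written before. Ratios of mir-193a-5p, CN-300-5p and CN-64-5p and the medians of the lists stand out because the paper gives no such values, although it names members of the lists, such as miR-141, miR-125b and miR-500. The miRNAs listed in a single library are named in the paper.

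mir-193a-5p (log2 ratio 2.38) and CN-300-5p (2.25) have at least 1000 summed reads and are neither in the paper's text nor in Table S5. Without scaling their ratios were 3.90 and 3.57, below the 4-fold that all 56 of Table S5 reach by its reads, and CN-300-5p was also below it with TMM (3.97) and DESeq2 (3.92). CN-64-5p, the CN miRNA with the most reads, has a log2 ratio of -1.41. The following lists had medians outside the middle 95% of matched random lists. They are the mir-200 family (2.53), the mir-181 family (-1.46), and the group of mir-99, mir-100 and mir-125 (-1.55). They also include stroma and smooth muscle (-1.55), the known miRNAs of the chromosome 21 region (-0.22) and those of a cluster on X (1.90). Also outside were PC and CN sequences ending in CCA (1.28), a list without known miRNAs. Of the 8 miRNAs on X, all were higher in the lactation library (percentile 99.4), among them mir-660-5p (2.86-fold), and 7 passed Fisher's exact test, also when adjusted over the list alone. These 8 share a cluster and include both arms of mir-362 and of mir-500. They may not vary independently, so the percentile may be overstated. The lists overlap, since all 5 mir-200 members are among the epithelial markers and 4 of the 8 on X are in the network list. Table S5 holds 3 of the mir-200 family, 1 of the group of mir-99, mir-100 and mir-125, and 2 of the CCA list.

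8 miRNAs had at least 100 reads in one library and none in the other. Low depth is argued against, because sampling at equal abundance would give 1.4e-21 miRNAs with at least 100 reads in one library and under 3 in the other among the 883 tested. The lowest number of reads expected in the other library, 114, adds nothing to this, since the minimum of 100 reads keeps it at 74.9 or more. The 0 listed for mir-107-3p is not an absence of its sequence. The lactation library holds 180907 reads of the identical sequence under mir-103-3p. The summed reads of mir-103-3p and mir-107-3p had a ratio of 0.880 (1.11 with all isomiR reads). Of the 7 other entries, 3 had an entry sharing at least 15 nt with at least 100 reads in the library listed at 0. These 3 are PC-1274-5p, PC-320c-2-3p and CN-190-5p. For all 7 the assignment of reads and a difference between the cows cannot be told apart, because the unassigned reads are not in the tables.

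The mir-200 family was higher and the group of mir-99, mir-100 and mir-125 lower in the lactation library. Their medians differed by 4.08 on the log2 scale (2.51 to 5.65 from the spread of the members), which restates the pattern, since these lists were set side by side for lying apart. Scaling is argued against by the members under the 6 scalings tried, where the lowest ratio in the mir-200 family was 1.67 and the highest in the other group 0.520. A larger share of epithelium alone would lower the markers of the other cell types alike, but the striated muscle and leukocyte medians differed by 2.82 (1.92 to 5.36). That value speaks only against epithelium as the single change, since extra muscle in the sampled piece would also give it. A larger share of epithelium beside other changes in cell types stays open. The paper describes more stromal, connective and fatty tissue in the non-lactating gland. Muscle in the sampled piece, lactation itself, and the age of the cows also stay open, and all are confounded with the libraries.

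The CCA list holds PC and CN sequences ending in CCA, an ending that mature tRNAs also carry. It was higher in the lactation library in 26 of 30 members with a ratio (percentile 99.9). Of its members, 10 passed Fisher's exact test (12 adjusted over the list alone), all as higher. The known mir-23b-3p also ends in CCA, is not in the list and was lower in the lactation library (ratio 0.476). For the members of this list with the most reads, low reads are argued against by the ratio of the summed reads, 3.72. That sum holds 6785 reads in the lactation library and 2432 in the non-lactation library. CN-132-5p alone holds 4164 and 1764 of them. The sum therefore says little about members with few reads, for which low reads stay open. It leaves out mir-23b-3p with 9813 and 27493, so it does not speak for known miRNAs ending in CCA. After a regression on GC content and length the median fell to 0.48 (0.19 to 0.88) at percentile 95.9, within the middle 95%, so GC content and length may account for part of it. The list has a median length of 20 nt against 22 nt of all. A different yield of short RNA between the libraries and lactation both stay open.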

How the results depend on the processing

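The merging of entries and the setting without entries at 0 were chosen after seeing the data. No paired analysis was possible because each condition had 1 library from 1 cow. Leaving out a replicate was not possible for the same reason. Where a value moved, the cause was not tested unless the setting itself admits more or fewer miRNAs.

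Of the values of the main results, counted once per result and setting, 193 stayed within their limits, 47 moved and 1 reversed. The reversed one is the median of the chromosome 21 region with all isomiR reads. Other changes of sign are not in the count of reversed results. The median of the list that holds CN-64-5p turned negative without scaling. The median log2 ratio of all miRNAs with at least 100 summed reads was 0.24. It was -0.02 with TMM, -0.05 with DESeq2 and -0.18 without scaling. Of the values of single miRNAs, counted once per miRNA and setting, 234 stayed, 440 moved and 4 reversed. The reversed values are those of mir-26b-5p without scaling and of mir-145-5p with TMM, with DESeq2 and without scaling. Both miRNAs passed Fisher's exact test. A further 7 values changed side for miRNAs that did not pass this test. They are those of mir-138-5p and CN-468-3p (TMM, DESeq2 and no scaling) and of mir-374b-5p (all isomiR reads). Without scaling, miRNAs at least 4-fold lower numbered 29 (16 with clean reads), mir-26b-5p had a ratio of 0.911 and mir-145-5p of 0.880, and list medians were -0.50 for let-7, 0.25 for mir-30, -1.97 for the group of mir-99, mir-100 and mir-125 and for stroma, -2.08 for mir-221 and mir-222, -0.95 for the network, -1.44 for leukocyte, 0.98 for endothelium, 0.27 for liver and neurons, -0.64 for the chromosome 21 region and 1.49 for X. With TMM, 25 were at least 4-fold lower, mir-145-5p had 0.979, and medians were -1.82 for the group of mir-99, mir-100 and mir-125, -1.29 for leukocyte and -0.48 for chromosome 21. With DESeq2 these values were 26, 0.966, -1.84, -1.31 and -0.50. With raw reads as totals the group had -1.65. With all isomiR reads the CCA list had 2.00, chromosome 21 had 0.059, and 11 CN miRNAs of the lactation library had over 1000 reads.

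At least 2-fold differences numbered 79 higher and 62 lower. With a minimum of 10 reads 83 were higher (106 either way), without a minimum 90 (113), and with 1000 reads 11 higher and 7 lower (18). Fisher's exact test combined with a 4-fold difference called 85 (64 higher, 21 lower), and with Benjamini-Hochberg adjustment 410 (268 higher). With 10 reads in each library 355 miRNAs were in both, of which 35 were conserved and 105 CN. By the most abundant sequence known miRNAs held 47.1% of clean reads in the lactation library, 47.9% in the non-lactation library and 47.6% in both. Known positions alone numbered 40 on chromosome 21, 10 on 25 and 6 on 1. Gaps of at most 3 kb gave 5 clusters on chromosome 21. Merging entries of one sequence gave 28 higher and 15 lower, and leaving out entries at 0 gave 25 and 12. Of the 45 miRNAs at least 4-fold different, 42 remained so with TMM, 42 with DESeq2, 40 without scaling and 36 with all isomiR reads. Depth limits mainly miRNAs with fewer than 100 reads.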

Differences from the paper's values

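No test in this part was chosen after the result was seen, except the rule that matches probes. The 4-fold rule was written after the paper's Table S5 had been seen, so its counts near 56 are no independent check. The paper's number of differentially expressed miRNAs is 56, and Fisher's exact test with Bonferroni adjustment gave 250. Of the alternatives set before the data were examined, the sum of listed reads as total (243), the added 4-fold difference (85) and Benjamini-Hochberg adjustment (410) differ too. The 4-fold rule gave 45, and with the sum of listed reads 46, TMM 51, DESeq2 52, no scaling 53, raw reads 51 and all isomiR reads 59, which are all within 1.5 times the paper's number, while 2-fold (79 higher and 62 lower), 10 reads (106), no minimum (113) and 1000 reads (18) are not. For these miRNAs the paper's text gives a p below 0.05 and the program IDEG 6, without the test chosen in it, an adjustment or a fold. Its general statement on statistics names ANOVA with Student's t-test.

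The paper's largest cluster has 15 pre-miRNAs, and 41 were counted here. On the same strand, start to start and with 50 kb gaps it also had 41, with 3 kb gaps 32 and with overlapping positions merged 37, so each alternative differs. The paper's number of clusters on chromosome 21 is 8, and 3 were found, 5 with 3 kb gaps, 2 with merged positions and 3 with the other alternatives, which all differ. The paper's share of 22 nt is 52.6% of reads over both libraries, and 90.1% was found over the most abundant sequences, with no alternative set.

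The paper's Table 1 gives 76098 and 90030 reads of conserved miRNAs in the lactation and non-lactation libraries, and the tables sum to 17882 and 36681, or with the most abundant sequences to 10730 and 21067, which differ too. For CN miRNAs of the lactation library the paper's value is 88088 and the sum 186459, while the most abundant sequences gave 100901, which is within 1.5 times. In the paper's Table S5 the reads are 0 in the non-lactation library for mir-151-3p (1395 in the deposited counts), mir-374b-5p (2233), PC-210-3p (743), CN-125-1-3p (44) and CN-195-3p (39), and 0 in the lactation library for CN-100-1-5p (50). For mir-23b-3p the paper's Table S5 gives 0 and 316, and the deposited counts are 9813 and 27493. No alternative was set for these reads.

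In direction and ranking, the paper describes miR-138 as higher in lactation, and its ratio of 1.10 has an interval that includes 1. It was 0.920 with TMM, 0.907 with DESeq2 and 0.827 without scaling, while all isomiR reads (1.37), the sum of listed reads (1.13) and raw reads as totals (1.03) gave the paper's direction. It names chromosome 21 as the one with the most clusters. Chromosome 19 had more with gaps of at most 10 kb (6 against 3), chromosome 16 had the most on the same strand (5) and with merged positions (4), and with 3 kb gaps chromosome 21 was level with chromosome 19 at 5. The paper states that the array gave the same direction for 48 of its differentially expressed miRNAs, and 41 of the 48 with a probe by the shared-stretch rule, chosen after seeing the data, had the same direction. The array used RNA pooled from 3 cows per stage, and the reads come from 1 cow per condition, which by the paper's methods is also in the pool.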

Other observations

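The tests of depth, of shared sequences, of scaling, of cell types and of low reads cited in the other parts were chosen after the result was seen. Markers of blood and vessels were not alike between the libraries. mir-142-5p and mir-155-5p were 2.00-fold and 2.07-fold lower in the lactation library, and over 6 leukocyte miRNAs the median log2 ratio was -1.02 (percentile 2.97), with 4 lower by Fisher's exact test (5 adjusted over the list alone). The endothelial mir-126-5p was 3.27-fold and mir-126-3p 2.12-fold higher (median 1.39, percentile 85.6). The erythroid mir-486-5p was 5.88-fold and mir-451-5p also higher (median 1.94, percentile 89.0). For 3 miRNAs of liver and neurons the median was 0.68 (percentile 61.7), and 1 passed Fisher's exact test (2 adjusted over the list alone).

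The shares of the arms of a pre-miRNA differed between the libraries for 11 of 109 pairs by Fisher's exact test with Bonferroni adjustment. CN-322-3p had 902 reads in the lactation library and 432 in the non-lactation library, and rose 2.37-fold over mir-145-5p between them. CN-216-3p had 30 and 158 reads and fell 3.74-fold relative to mir-106b-5p. All 56 miRNAs of Table S5 differ at least 4-fold by the reads the paper lists there without scaling.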
